# Mapping the chromatin landscape and Blimp1 transcriptional targets that regulate trophoblast differentiation

**DOI:** 10.1038/s41598-017-06859-9

**Published:** 2017-07-28

**Authors:** Andrew C. Nelson, Arne W. Mould, Elizabeth K. Bikoff, Elizabeth J. Robertson

## Abstract

Trophoblast stem cells (TSCs) give rise to specialized cell types within the placenta. However, the regulatory mechanisms that guide trophoblast cell fate decisions during placenta development remain ill defined. Here we exploited ATAC-seq and transcriptional profiling strategies to describe dynamic changes in gene expression and chromatin accessibility during TSC differentiation. We detect significantly increased chromatin accessibility at key genes upregulated as TSCs exit from the stem cell state. However, downregulated gene expression is not simply due to the loss of chromatin accessibility in proximal regions. Additionally, transcriptional targets recognized by the zinc finger transcriptional repressor *Prdm1*/Blimp1, an essential regulator of placenta development, were identified in ChIP-seq experiments. Comparisons with previously reported ChIP-seq datasets for primordial germ cell-like cells and E18.5 small intestine, combined with functional annotation analysis revealed that Blimp1 has broadly shared as well as cell type-specific functional activities unique to the trophoblast lineage. Importantly, Blimp1 not only silences TSC gene expression but also prevents aberrant activation of divergent developmental programmes. Overall the present study provides new insights into the chromatin landscape and Blimp1-dependent regulatory networks governing trophoblast gene expression.

## Introduction

The placenta, a specialized organ comprised of both maternal and foetal tissues is essential to support mammalian embryonic development^1^. Most primates and rodents form a hemochorial placenta, where maternal blood directly contacts foetal trophoblasts derived from the outer layer of the blastocyst, the so-called trophectoderm. Following implantation the trophectoderm gives rise to both the extraembryonic ectoderm (ExE) lying proximal to the epiblast, as well as the ectoplacental cone (EPC) which forms on the distal maternal interface. The ExE contains the progenitors of specialized syncytiotrophoblasts that mediate maternal-foetal exchange in the placental labyrinth region, whereas the EPC gives rise to the outer spongiotrophoblast (SpT) layer - the source of diverse trophoblast giant cells (TGCs) including the spiral artery-associated trophoblast giant cells (SpA-TGCs) that invade the maternal uterine tissue and replace arterial linings to promote increased blood flow to the foetus^2, 3^.

Trophoblast stem cells (TSCs) isolated from the trophectoderm or the early post-implantation (E6.5) ExE retain self-renewal capacity in the presence of FGF4 and TGFβ1^4, 5^. TSCs are lineage-restricted and when reintroduced into blastocysts exclusively populate the labyrinth and SpT compartments of the placenta^6^. Upon growth factor withdrawal, TSCs differentiate into mature trophoblast subtypes. In contrast, pluripotent embryonic stem cells (ESCs) derived from the blastocyst inner cell mass, differentiate to form tissues of the embryo proper. The regulatory mechanisms that govern gene expression changes during ESC differentiation are well characterized^7^. Pluripotent ESCs have relatively low levels of heterochromatin, and lineage restriction during differentiation is accompanied by chromatin condensation^7^. Genome-wide histone ChIP and DNase I hypersensitivity approaches have been used to describe the global chromatin landscape in TSCs^8–10^. However, the dynamic epigenetic changes that co-ordinately regulate local and long-distance promoter-enhancer interactions governing trophoblast differentiation remain ill defined.

Originally discovered as a master regulator of plasma cell differentiation^11^, Blimp1 (encoded by the *Prdm1* gene) governs cell-fate decisions in the embryo and adult organism. Blimp1 is required for primordial germ cell specification^12, 13^ and plays essential roles in the epidermis^14, 15^, mammary gland development^16^, and post-natal reprogramming of intestinal enterocytes^17, 18^. *Prdm1*/Blimp1 null embryos die at around E10.5 due to placental insufficiency^13^. *Prdm1* is broadly expressed throughout the EPC and SpT layer^19^. The lethality is associated with loss of the Blimp1-dependent invasive SpA-TGC lineage^19^. During *in vitro* differentiation Blimp1 expression is detectable in day 2 diploid trophoblasts, and later in mature TGCs^20^. The *Prdm1* loss-of-function phenotype is recapitulated *in vitro*, since *Prdm1* null TSCs display restricted differentiation abilities and fail to upregulate SpA-TGC markers^20^.

To learn more about transcriptional and epigenetic mechanisms controlling maturation of various trophoblast cell types, here we exploited ATAC-seq technology^21^ to describe global chromatin accessibility changes associated with loss of the stem cell state and the emergence of the Blimp1+ trophoblast cell lineage. Additionally, our ChIP-seq and transcriptional profiling experiments identified numerous candidate target genes directly repressed by Blimp1 during trophoblast differentiation. Combined with functional annotation analysis and comparisons with published microarray datasets, collectively the present genome-wide analyses reveal key features of the chromatin landscape controlling trophoblast gene expression profiles and advance our understanding of the signalling pathways that regulate development of the trophoblast cell lineage.

## Results

### A subset of TSC cis-regulatory elements are detectable at the 8-cell stage

ESCs and TSCs display distinct expression profiles and developmental capabilities^5, 22^. To map *cis*-regulatory elements (CREs) in TSCs we performed ATAC-seq experiments, identifying 57,019 distinct regions of accessible chromatin (Supplementary Fig. S1). Then to test whether these might be cell-type specific or possibly pre-established at an earlier embryonic stage we compared our TSC ATAC-seq with 8-cell stage embryo and ESC datasets^23^. We found that ~45% of TSC ATAC-seq peaks were shared with ESCs, as opposed to ~20% shared with the 8-cell dataset (Fig. 1A, Supplementary Table S1, Supplementary Fig. S2). Additionally, comparisons with expression microarrays (Supplementary Table S2) revealed that TSC ATAC-seq peaks, including those shared with 8-cell embryos are consistently associated with high levels of TSC expression (Fig. 1B). Moreover, TSC and 8-cell ATAC-seq peaks were present in regions located near known TSC marker genes, such as *Elf5*, *Fgfr2* and *Gata3* (Fig. 1C,D). Functional annotation analysis of genes with ATAC-seq peaks strongly expressed in TSCs demonstrates enrichment for placental genes and signalling pathways, including the TGF-beta pathway known to promote trophoblast self renewal^4^, as well as EGFR1 and IL-1 signalling, which mediate trophoblast invasion^24, 25^ (Supplementary Fig. S3). Importantly, analysis of the subsets of peaks detected in both TSCs and 8-cell embryos but not ESCs indicates significant enrichments for genes with functions relevant to placenta development, suggesting they do not simply represent a subset housekeeping functions (Fig. 1E). To determine whether TSC ATAC-seq peaks overlapping with 8-cell and ESC data may represent distinct classes of CRE we used published TSC histone modification data^9^. This revealed that a high proportion of TSC ATAC-seq peaks, including those shared with 8-cell embryos are putative enhancers (H3K4me1/H3K27ac positive), while those shared with ESCs are more likely to be promoters (H3K4me3/H3K27ac positive; Fig. 1F). Consistent with this, overlapping TSC/8-cell ATAC-seq peaks are typically further from TSSs than overlapping TSC/ESC peaks (Supplementary Fig. S4). Collectively these results identify putative CREs controlling TSC fate, and demonstrate a subset of TSC enhancers are detectable at the 8-cell stage.

**Figure 1:**
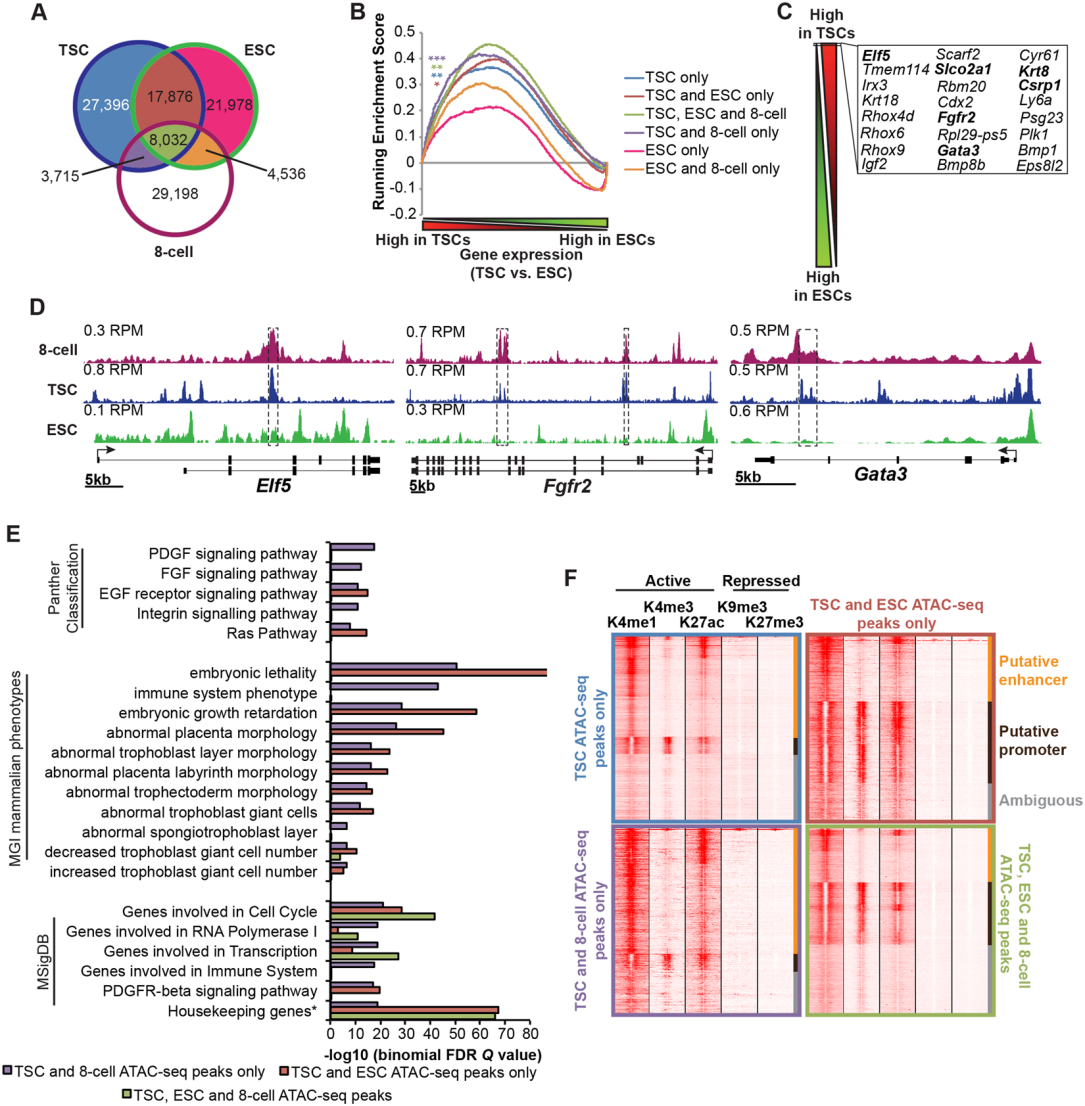
A subset of TSC *cis*-regulatory elements is apparent at the 8-cell stage. (**A**) Partially overlapping TSC, ESC and 8-cell ATAC-seq peaks. See also Supplementary Figure S2. (**B**) Gene Set Enrichment Analysis comparing TSC and ESC gene expression microarrays with each subset of ATAC-seq peaks shown above in A (nearest TSS ±100 kb from each peak annotated). *P ≤ 2 × 10^−2^, FWER *P* ≤ 1 × 10^−2^; **P ≤ 1 × 10^−2^, FWER *P* ≤ 1 × 10^−2^; ***P ≤ 1 × 10^−3^, FWER *P* ≤ 3 × 10^−3^. (**C**) Top 24 genes with significantly higher expression (by fold change and adjusted *P* value < 1 × 10^−9^ – see Supplementary Table S2) in TSCs vs. ESCs. Genes with regions selectively accessible in both TSCs and 8-cell embryos are in bold. (**D**) ATAC-seq tracks at *Elf5*, *Fgfr2* and *Gata3*. Regions selectively accessible in both TSCs and 8-cell embryos are boxed. RPM = Reads per million. (**E**) TSC ATAC-seq peaks shared with 8-cell embryos occur proximal to genes with functions consistent with placenta development and are relatively underenriched for housekeeping functions. Analysis of TSC ATAC-seq subsets indicated in Fig. 1A using GREAT^84^. The nearest TSS ±100 kb from each peak was annotated. Selected Panther, MGI phenotypes and MSigDB terms are shown. * “Housekeeping genes identified as expressed across 19 normal tissues”. Note: ATAC-seq peak subsets not represented e.g. unique TSC peaks are too large for statistically meaningful analysis by GREAT^84^. (**F**) Heatmap of H3K4me1, H3K4me3, H3K27ac, H3K9me3 and H3K27me3 ChIP-seq data at subsets of TSC ATAC-seq peaks as defined by Fig. 1A. Broadly, H3K4me1, H3K4me3, H3K27ac are considered to be “active” histone marks, with H3K4me1 marking enhancer and H3K4me3 promoters, while H3K9me3 and H3K27me3 are repressive marks^88^. TSC ATAC-seq peaks are defined at “putative enhancer” based on strong H3K4me1 signal relative to H3K4me3, and “putative promoter” based on strong H3K4me3 signal.

### Upregulated gene expression during trophoblast differentiation reflects selective expansion of accessible chromatin regions

Dramatic changes in gene expression profiles were detectable during TSC differentiation (Fig. 2A). To investigate chromatin accessibility we performed ATAC-seq experiments at day 2 of differentiation (d2). When TSC and d2 ATAC-seq datasets were compared we identified thousands of high-confidence differentially accessible regions (DARs, see Methods; Fig. 2B,C, Supplementary Tables S3 and 4, Supplementary Fig. S1). We refer to regions with enhanced accessibility at d2 as d2 DARs, and those with enhanced accessibility in TSCs as TSC DARs. The majority of d2 DARs are located 5–100 kb away from the nearest TSS. In contrast, TSC DARs are located in more distal regions (Fig. 2D, Supplementary Fig. S5). Gene Set Enrichment Analysis (GSEA) of d2 DARs revealed significant enrichment at genes with upregulated expression in d2, d4 or d6 TGCs (Fig. 2E). For example, as shown in Figs 2F and 3A, d2 DARs are located proximal to a previously described regulator of trophoblast cell migration *Ovol2* ^26^, *Tfap2c* known to govern trophoblast differentiation and proliferation^27–29^, and *Prdm1* required for SpA-TGC specification^19^. These observations strongly suggest that increased accessibility promotes activation of proximal gene expression. Functional annotation analysis revealed a highly significant enrichment for placental phenotypes and pathways, including cell migration, PDGF signalling pathway that maintains the placental haematopoietic niche^30^, as well as genes controlling spongiotrophoblast and labyrinth development and morphology (Fig. 3A).

**Figure 2:**
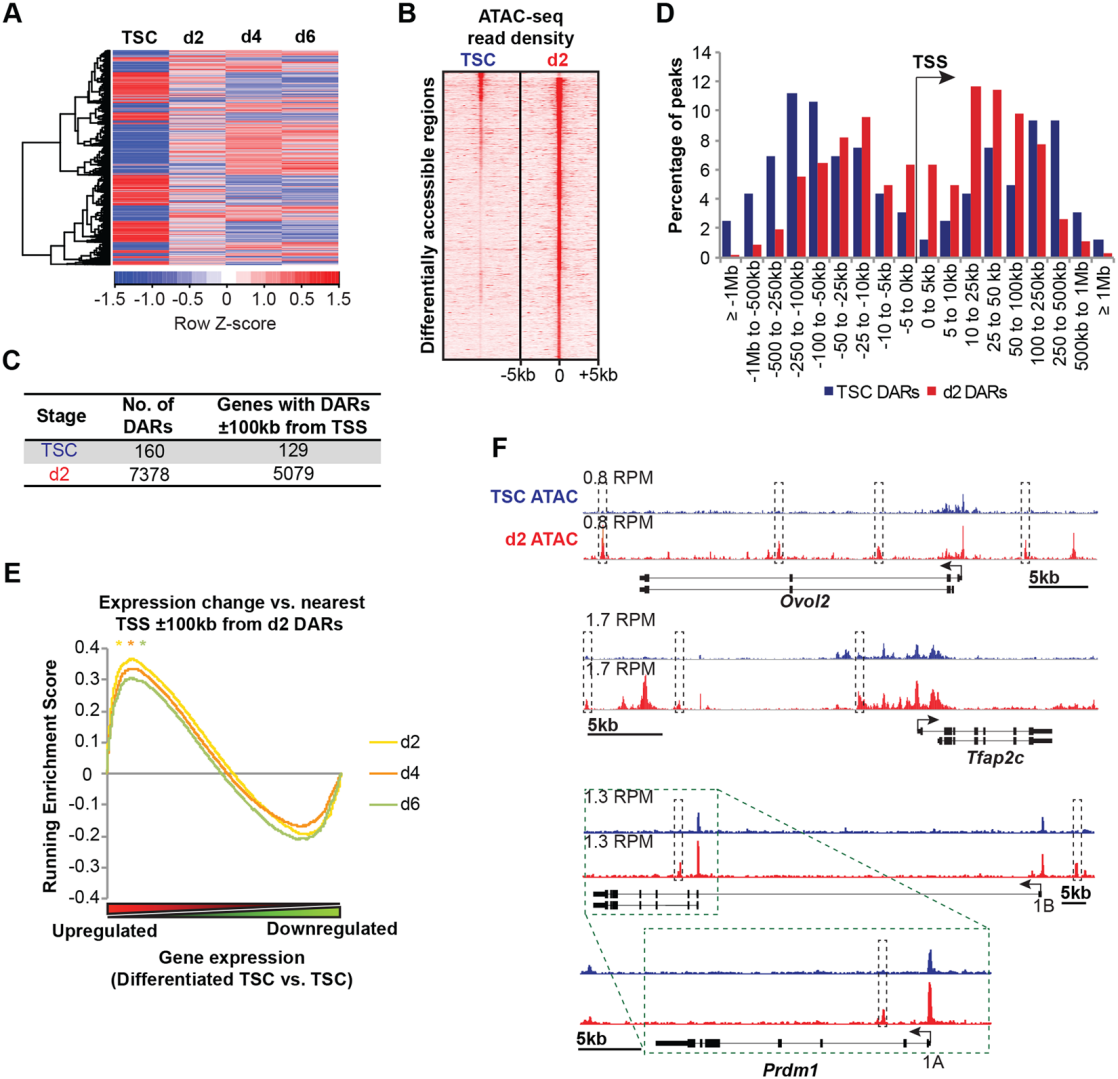
Increased chromatin accessibility leads to activated gene expression during trophoblast differentiation. (**A**) Microarray heatmap of genes differentially expressed during trophoblast differentiation. In contrast to our previous study where we used these data to identify genes differentially expressed between wild type and *Prdm1* mutant trophoblasts^20^, here we present gene expression changes during wild type TSC differentiation. (**B**) Heatmap of ATAC-seq read densities at high-confidence TSC and d2 DARs as indicated in B. (**C**) Defined differentially accessible regions (DARs) and corresponding nearest TSSs ±100 kb. (**D**) Distribution of DARs relative to the nearest TSS defined by GREAT^84^. TSC DARs are significantly further from TSSs than d2 DARs – *P* = 6.0 × 10^−8^, two-tailed homoscedastic t-test. (**E**) Gene Set Enrichment Analysis comparing genes with d2 DARs (nearest TSS ±100 kb) and microarray gene expression changes during TSC differentiation. *P ≤ 1 × 10^−3^. (**F**) TSC and d2 ATAC-seq peaks at the *Ovol2*, *Tfap2c* and *Prdm1* loci. RPM = Reads per million. Identified d2 DARs are indicated in grey boxes. Distinct annotated *Prdm1* promoters are indicated.

**Figure 3:**
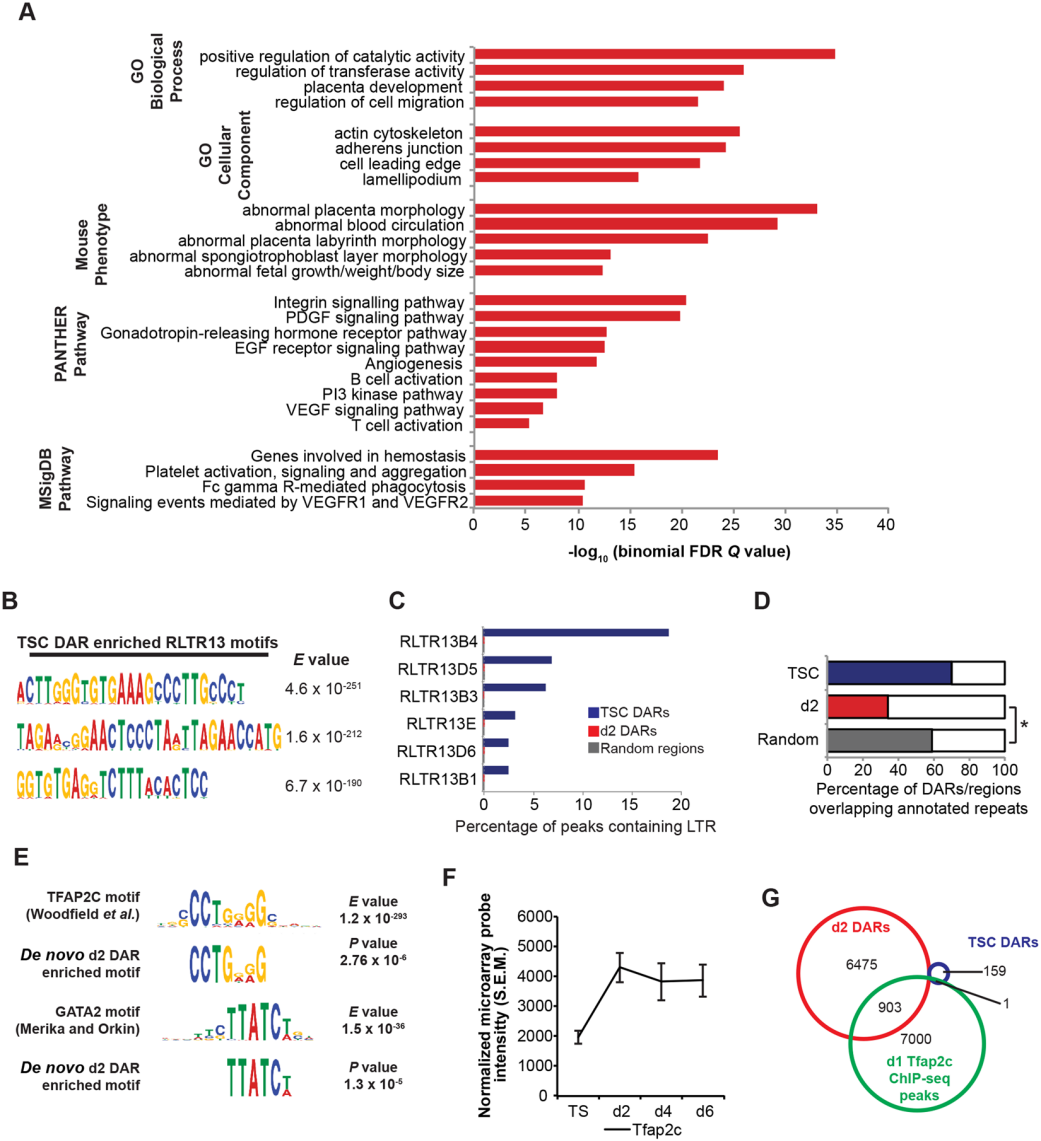
Regulation of trophoblast function and placenta development by genomic loci showing changes in chromatin accessibility during TSC differentiation. (**A**) Functional annotation analysis of genes with d2 DARs (nearest TSS ±100 kb) using GREAT^84^. (**B**) Sequence motifs identified in TSC DARs using MEME-ChIP and associated *E* value confidence scores. (**C**) Comparison of RLTR13 family repeats located within TSC and d2 DARs, and random genomic regions. (**D**) The percentages of TSC and d2 DARs, and random genomic regions overlapping annotated repeats. Significant under-representation of repeat regions in d2 DARs was determined using Chi-square test. *P = 7.3 × 10^−217^. (**E**) Sequence motifs identified in d2 DARs using MEME-ChIP aligned with published Tfap2c and GATA2 consensus binding motifs^89, 90^. Both *E* value confidence scores for *de novo* motif identification and *P* value for match to published motif are shown. (**F**) Microarray expression profile of Tfap2c during wild type trophoblast differentiation. (**G**) Overlap of TSC and d2 DARs with published Tfap2c ChIP-seq peaks^31^. See also Supplementary Figure S2.

To further characterize these putative CREs we performed *de novo* motif analysis. Interestingly, TSC DARs were highly enriched for multiple long sequence motifs corresponding to regions of the RLTR13 family endogenous retroviruses (ERVs) (Fig. 3B,C, Supplementary Fig. S5). In contrast, d2 DARs are significantly depleted for annotated repeat regions (Fig. 3D) but were found to be enriched for consensus binding motifs recognized by several key transcriptional regulators implicated in trophoblast lineage development, including Tfap2c, and Ets and Gata factors (Fig. 3E, Supplementary Fig. S6). Though TSCs express Tfap2c, our microarray data suggests that it is upregulated during early differentiation (Fig. 3F). Interestingly, comparison with a published Tfap2c ChIP-seq dataset from d1 differentiated TSCs^31^ revealed a subset of d2 DARs display Tfap2c occupancy (Fig. 3G, Supplementary Table S4), strongly suggesting that Tfap2c-mediated induction of trophoblast differentiation^31^ occurs in part through activation of newly accessible CREs.

### Silencing of TSC gene expression reflects downregulation of the Fgf-regulated transcription factor Esrrb

Results above demonstrate that activation of gene expression during TSC differentiation is accompanied by increased chromatin accessibility. However, downregulated gene expression does not appear to be consistently associated with reduced chromatin accessibility (Supplementary Fig. S1). Loss of the pivotal regulator Esrrb accompanies TSC differentiation induced by FGF4 withdrawal^5^ (Fig. 4A). To further explore a possible relationship to the downregulation of TSC gene expression we analyzed a published Esrrb ChIP-seq dataset^32^. Esrrb occupancy in TSCs was detectable at chromatin accessible in both TSCs and d2 cell populations (Fig. 4B,C, Supplementary Tables S3 and 4). However, Esrrb binding in TSCs was markedly enriched at genes characterized by downregulated expression during differentiation (Fig. 4D). Thus downregulated TSC gene expression in part reflects loss of Esrrb occupancy.

**Figure 4:**
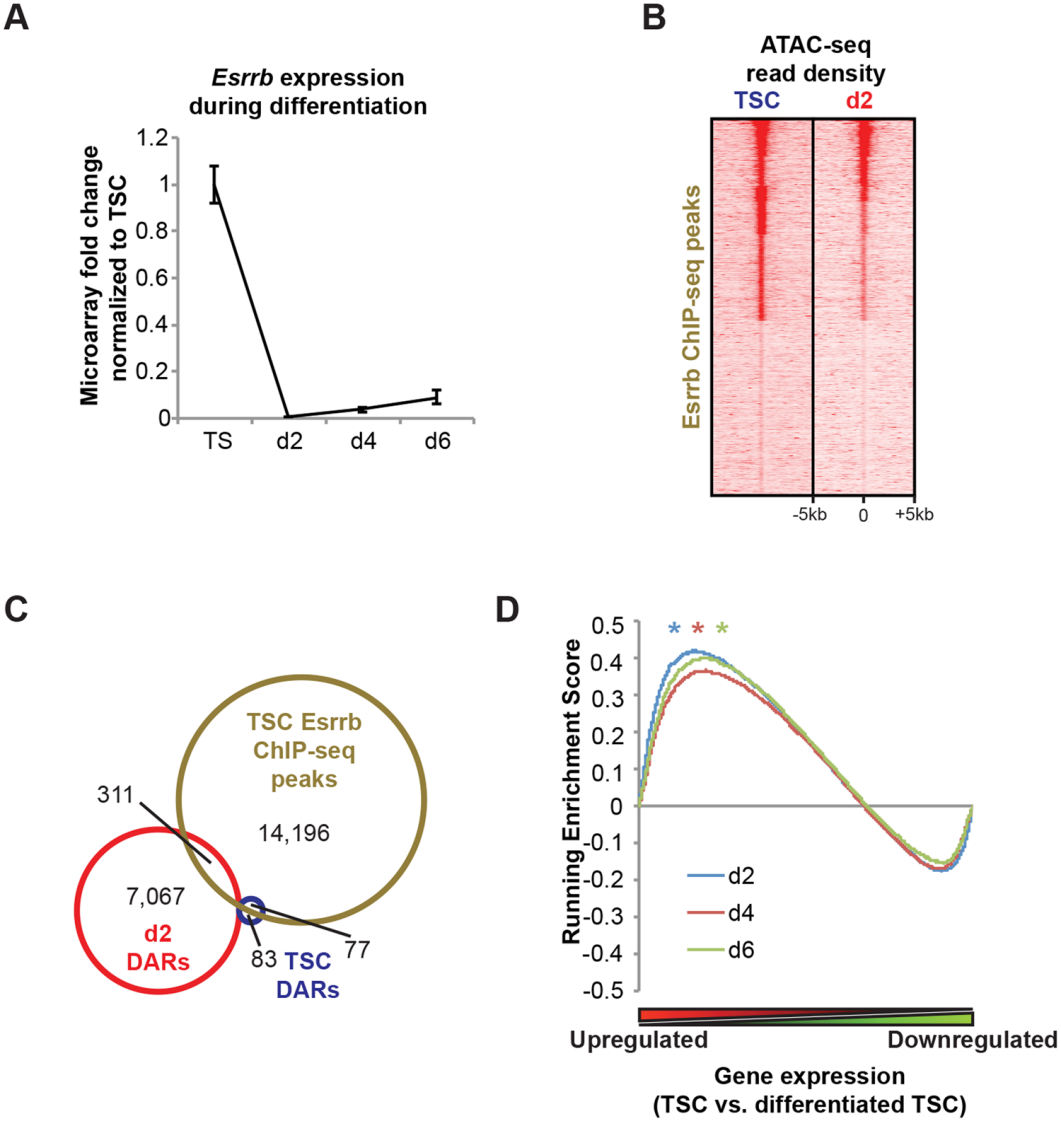
TSC gene expression controlled by the Fgf-dependent transcription factor Esrrb. (**A**) Microarray analysis of *Esrrb* expression during TSC differentiation. Fold change relative to TSC is shown. Data represents means ±S.E.M., n ≥ 8 per stage. (**B**) Heatmap of TSC and d2 ATAC-seq data at Esrrb TSC ChIP-seq coordinates. (**C**) Overlap of Esrrb ChIP-seq peaks with TSC and d2 DARs. See also Supplementary Figure S2. (**D**) Gene Set Enrichment Analysis comparing Esrrb ChIP-seq peaks and microarray changes in gene expression at three stages of *in vitro* differentiation compared with TSCs. *P < 1 × 10^−3^.

### Identification of Blimp1 target genes

We previously described essential contributions made by the transcriptional repressor Blimp1 during placental development^19^. Recent single-cell RNA-seq expression profiling experiments have identified functionally distinct Blimp1+ trophoblast cell types^20^. To characterize Blimp1 transcriptional targets in differentiating TSCs, here we performed ChIP-seq at d2, when Blimp1 is strongly expressed in diploid progenitor trophoblasts^20^. 

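The Blimp1 ChIP-seq data came from TSCs, the self-renewing stem cells of the trophoblast lineage, after 2 days of differentiation. There were 6 libraries, a ChIP library and its input for each of 2 independent wild type TSC lines and for Prdm1 mutant cells. The mutant cells lack Blimp1, so that peaks called there do not depend on the protein. Wild type line 1 had 24974560 ChIP tags and 36209210 input tags, of which 23749575 and 34036737 were kept after removal of duplicates. Wild type line 2 was deeper, with 32344878 ChIP tags (30888192 kept) and 47282604 input tags (45138442 kept). The mutant had 26952145 ChIP tags (25393892 kept) and 52911784 input tags (50023404 kept). The authors mapped the reads to mm10 with Bowtie2 and called peaks for each ChIP library against its own input with MACS2 at a q value of 0.05. The deposited values are 1 peak list per ChIP library, with the position, summit, pileup, fold enrichment over the local background, and −log10 p and q of each peak. These scores are the authors' and were used here to describe, rank or filter the peaks of a list. Line 1 held 588 peaks, line 2 held 1410 and the mutant held 148. The peaks were intersected again with an overlap of at least 1 bp, and their sequences and nearest genes were read from GRCm38, the assembly that mm10 names. Overlaps with Tfap2c, Esrrb, PGCLC and SI peaks and with d2 DARs were taken from Supplementary Table S5. The paper gives 14 µg of antibody per ChIP and 2 mutant lines, while the sample labels give 7 µg and 1 mutant clone, and both readings were kept open. Peaks of 1 library are not replicates of the cells, so p values across peaks measure the spread between peaks and intervals cover counting error only.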

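The Blimp1 motif was found in 951 of the line 2 peaks left after subtraction of the mutant list (74.0%) and in 139 of their flanks of the same width 5 kb away (10.8%). The motif was scored as AGNGAAAG on either strand, and the difference was tested with a two-sided exact McNemar test of each peak against its own flank (p = 9.52e-201, n = 1286 peaks). The highest fold enrichment, 39.4, was at an intergenic peak on chromosome 9 (30542381 to 30542964, GRCm38). Intronic peaks at Kdm5a, which encodes a histone demethylase (39.1), Slc37a3 (37.7), Bcas3 (37.6) and Slc23a2, which encodes a vitamin C transporter (37.2), came next. An intronic peak at the adaptor gene Dok2 on chromosome 14 (70772949 to 70773359) had a fold enrichment of 33.1 in line 2 and 11.4 in line 1. Its single motif copy reads CTTTCGCT on the forward strand, within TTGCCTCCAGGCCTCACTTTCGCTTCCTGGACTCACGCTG (70773113 to 70773152), and lay 6 bp from the summit. At the Prdm1 locus itself, a peak 1116 bp from an annotated TSS on chromosome 10 (44529418 to 44529882) had a fold enrichment of 18.0 in line 2 and 20.6 in line 1. The share of peaks with the motif rose with peak strength, from 53.1% in the quintile of peaks with the lowest fold enrichment to 93.4% in the quintile with the highest. Where a peak held the motif, the copy nearest the summit was a median of 8 bp away. Among the 102 mutant peaks on assembled chromosomes, 6 held the motif (5.88%), an odds ratio of 45.4 for line 2 against the mutant (two-sided Fisher's exact test, p = 1.2e-44).

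**Figure D1:**
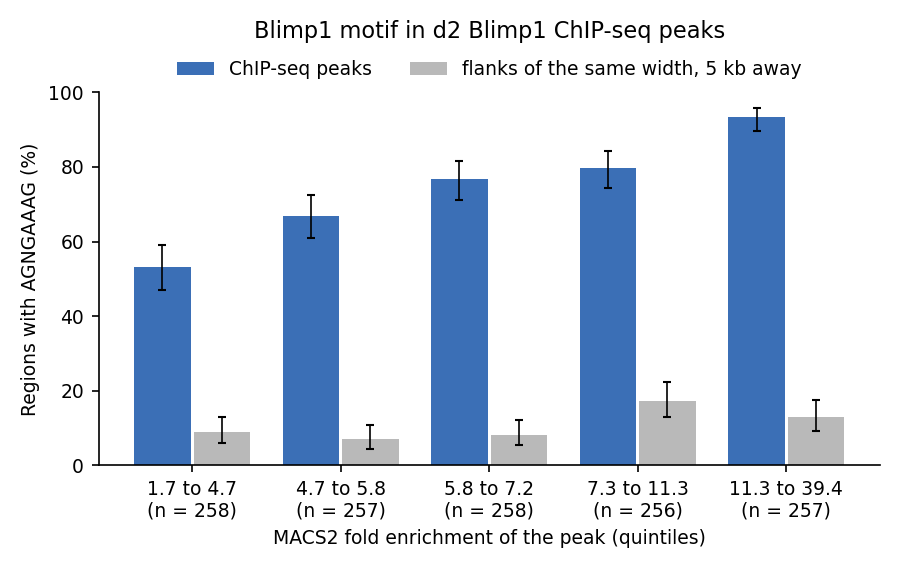
Percent of line 2 peaks (blue) and of their flanks (grey) that hold AGNGAAAG, by quintile of MACS2 fold enrichment, with 95% Wilson intervals for counting error. The peaks go from 53.1% to 93.4%, while the flanks lie between 7.00% and 17.2%.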

We identified 1286 ChIP-seq peaks that were strongly enriched for the Blimp1 binding consensus motif. Many of these target sites also contain additional transcription factor binding motifs including those corresponding to Tfap2c and Arntl (Fig. 5A).

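The Tfap2 motif GCCNNNGGC was found in 184 line 2 peaks (14.3%) and in 69 of their flanks (5.37%), and the E-box CACGTG, to which the circadian factor Arntl binds, in 111 peaks (8.63%) and 35 flanks (2.72%). Both differences passed two-sided exact McNemar tests over the 1286 peaks (p = 1.34e-14 for Tfap2, p = 1.09e-10 for the E-box). CCCAGG, a shorter Tfap2 core, differed less, at 30.7% of peaks and 26.3% of flanks (p = 0.0116, same exact test). The E-box and the Blimp1 motif tended to lie in different peaks. Of the peaks with the Blimp1 motif, 52 of 951 (5.47%) held an E-box, against 59 of 335 peaks without it (17.6%; odds ratio 0.271, two-sided Fisher's exact test, p = 2.32e-10). Peaks with both sequences included those at the TSS of Erap1, which encodes a peptidase of antigen processing (fold enrichment 9.26), and 134 bp from the TSS of Vav2, a Rho exchange factor gene (15.9). Of the 59 peaks with an E-box alone, 49 had their summit within 1 kb of the TSS of a protein-coding gene. Among them were the promoters of the lysosomal genes Ctsa (4.17), Ctsd (3.36) and Atp6v1h (3.84). Of 20 circadian clock genes, Bhlhe40 and Csnk1d were the nearest protein-coding gene to a peak, and neither peak held an E-box. The list was not enriched among the peaks (ratio to the genome share 1.60, two-sided exact binomial test, adjusted p = 0.444 over 10 lists; 2 of 20 members with a peak).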

**Figure 5:**
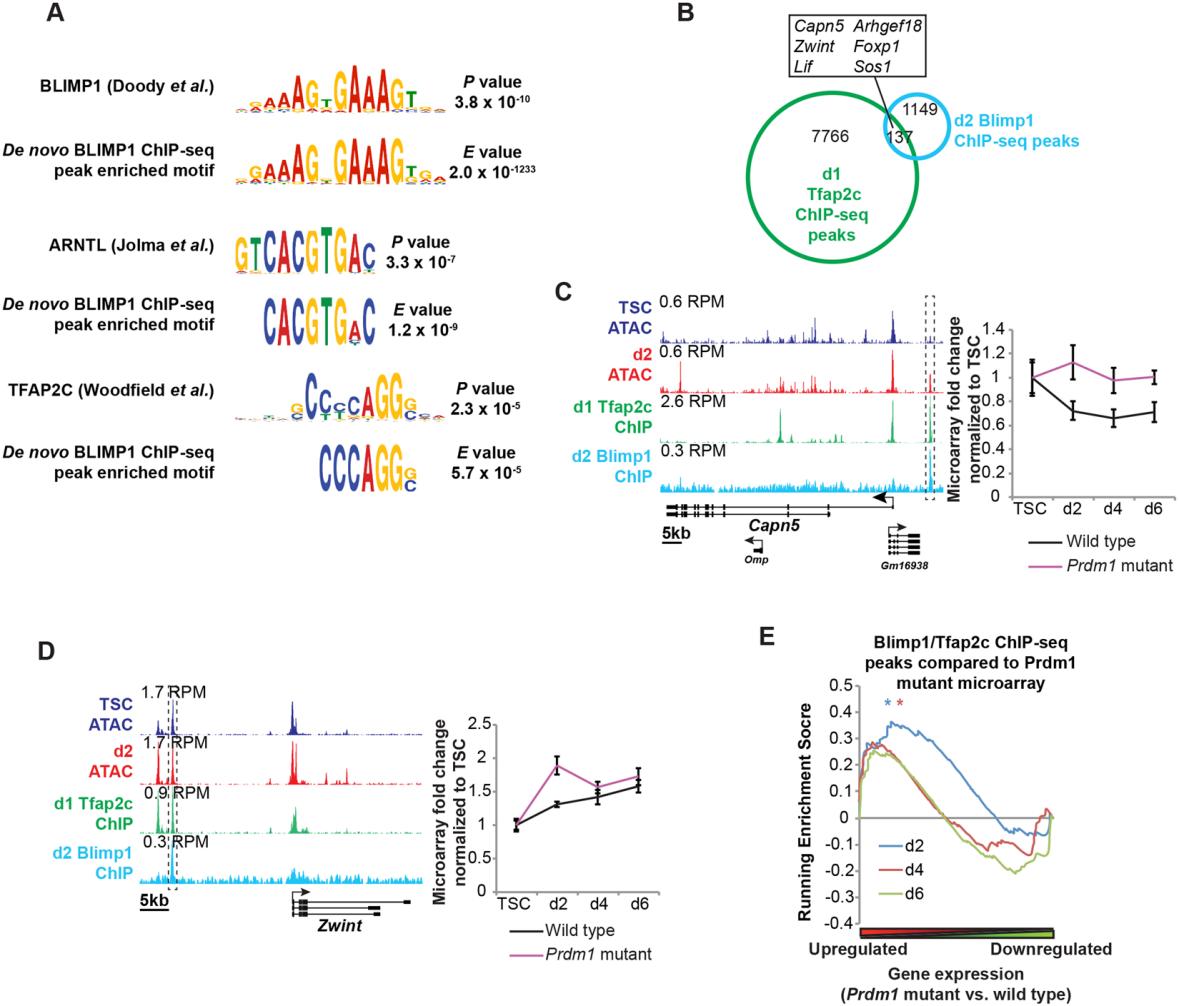
A subset of Blimp1-bound regions may also display Tfap2c occupancy. (**A**) MEME-ChIP analysis of d2 Blimp1 ChIP-seq peaks identified multiple transcription factor binding motifs^89, 91, 92^. *E* value confidence scores for *de novo* motif identification and *P* value for match to published motif are shown. (**B**) Overlap of d2 Blimp1 and d1 Tfap2c ChIP-seq peaks. Examples of genes occupied by both Blimp1 and Tfap2c at overlapping coordinates ±100 kb of their TSS are indicated. See also Supplementary Figure S2. (**C**,**D**) Comparison of ATAC-seq and ChIP-seq peaks showing Blimp1 and Tfap2c occupancy at *Capn5* (**C)** and *Zwint* (**D**), with microarray expression profiles. Fold change relative to TSC is shown. Data represents means ±S.E.M., n ≥ 6 per genotype per stage. RPM = Reads per million. Gene Set Enrichment Analysis comparing overlapping Blimp1/Tfap2c ChIP-seq peaks and microarray changes in gene expression during TSC differentiation. *P < 5 × 10^−2^.

Blimp1 and Tfap2c function collaboratively as key components of a tripartite transcription factor network that regulates primordial germ cell (PGC) specification through CRE co-occupancy^33^. To examine this interaction in trophoblasts we compared our Blimp1 target sites with the trophoblast Tfap2c ChIP-seq dataset^31^. 

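Supplementary Table S5 marks 137 of the d2 Blimp1 peaks as overlapping d1 Tfap2c peaks, and peaks at Arhgef18, Foxp1, Lif, Sos1, Capn5 and Zwint were among them. That in an intron of Arhgef18, a Rho exchange factor gene, on chromosome 8 (3394666 to 3395058) had a fold enrichment of 19.2 in line 2 and 14.1 in line 1. A peak at the forkhead factor gene Foxp1 on chromosome 6 (99522969 to 99523775), 694 bp from an annotated TSS, had values of 18.5 and 13.7. The values were 5.86 and 4.33 in an intron of the cytokine gene Lif on chromosome 11 (4266246 to 4266571). Those 25235 bp from the TSS of the Ras exchange factor gene Sos1 on chromosome 17 (80505512 to 80505836) were 6.22 and 4.16. Peaks at Capn5, which encodes a calcium-dependent protease (chromosome 7, 98187370 to 98187566, 9195 bp from the TSS), and at Zwint, which encodes a kinetochore protein (chromosome 10, 72634063 to 72634385, 20613 bp), were weaker in line 2, at 5.23 and 4.75, and were not called in line 1. The Tfap2 motif was in 31.4% of the peaks at Tfap2c sites and 12.3% of the other 1149 peaks (odds ratio 3.27, two-sided Fisher's exact test, p = 4.39e-08). The Blimp1 motif was less frequent there, 58.4% against 75.8% (odds ratio 0.448, same exact test, p = 3.1e-05). Peaks at Tfap2c sites lay closer to the nearest TSS, with a median of 3142 bp against 8959 bp (two-sided permutation test, adjusted p = 0.0267 over 5 classes of peaks), a call that was lost over the peaks found in both lines (adjusted p = 0.0705). Their median fold enrichment was 6.08 against 6.56 for the other peaks, a difference that did not pass the same permutation test (adjusted p = 0.278). Over the peaks found in both lines it did, with 7.91 against 11.3 (same permutation test, adjusted p = 0.0031).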

Interestingly we found a subset of putative CREs that could possibly be bound by either or both Blimp1 and Tfap2c, strongly suggesting that this transcriptional partnership also regulates gene expression in trophoblasts (Fig. 5B–D, Supplementary Table S5). Moreover, microarray analysis indicates that many of these Blimp1 and Tfap2c occupied sites are associated with upregulated gene expression in *Prdm1* mutants (which lack the Blimp1 protein) (Fig. 5C–E).

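Of the 137 peaks at Tfap2c sites, 22 (16.1%) belonged to the 125 genes that the paper lists as upregulated in Prdm1 mutants (Supplementary Table S6), against 103 of the other peaks (8.96%; odds ratio 1.94, two-sided Fisher's exact test, p = 0.0136). These 22 included the peaks at Capn5, Zwint, Foxp1 and Sos1, and those at Fam129a (fold enrichment 18.0) and Parp14, an interferon-induced gene (16.5). The paper's reported microarray signal for Capn5 at d2 was 368 in wild type and 643 in mutant cells, and for Zwint it was 5146 and 7721. At Arhgef18 and Lif, the peak that Table S6 joins to the gene was a second, weaker peak that was not at a Tfap2c site. Most peaks at Tfap2c sites, 115 of 137, were not joined to a gene of that table. From the shared sites, and with raised expression in Prdm1 mutants at many of them, the paper proposes that Blimp1 and Tfap2c act as transcriptional partners in trophoblasts as they do in PGCs. It leaves open whether their binding is independent or cooperative.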

Next we compared our d2 ChIP-seq peaks to published datasets from PGC-like cells (PGCLCs)^34^ and E18.5 small intestine (SI)^18^. The majority of our ChIP-seq peaks are also detectable in either the SI or PGCLC datasets. However, roughly 30% were exclusively present in the d2 trophoblasts (Fig. 6A, Supplementary Table S5). 

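Of the d2 Blimp1 peaks, 384 (29.9%, 95% Wilson interval 27.4 to 32.4) were found in trophoblasts alone. A further 263 (20.5%) were shared with PGCLCs, 205 (15.9%) with SI and 434 (33.7%) with both. The strongest trophoblast-only peak found in both wild type lines lay on chromosome 5 (33323421 to 33323894), 11879 bp from the TSS of Maea, a ubiquitin ligase gene, with a fold enrichment of 27.3 in line 2 and 14.0 in line 1. The next was in an intron of Olfr1458, an olfactory receptor gene (25.4 and 14.9). Peaks shared by all 3 cell types had a median fold enrichment of 9.24, against 5.95 for all other peaks (two-sided permutation test, adjusted p = 5e-05 over 5 classes), and trophoblast-only peaks one of 5.32. Peaks shared by all 3 included those at Dok2, Irak2, which encodes a kinase of interleukin-1 signalling, and Stat1's neighbouring long non-coding gene Gm31812 (11.5). The Blimp1 motif was in 54.7% of trophoblast-only peaks and in 82.2% of peaks shared with either tissue or both (odds ratio 0.262, two-sided Fisher's exact test, p = 1.77e-23). The E-box went the other way, at 16.9% and 5.10% (odds ratio 3.79, same exact test, p = 7.15e-11). Trophoblast-only peaks were found in wild type line 1 less often, 78 of 384 (20.3%) against 414 of 902 (45.9%; odds ratio 0.300, same exact test, p = 7.88e-19). Within quintiles of fold enrichment this odds ratio was 0.735 and no longer passed (permutation test within quintiles, two-sided, p = 0.0756). Among the peaks found in both wild type lines the trophoblast-only share was 15.9%.

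**Figure D2:**
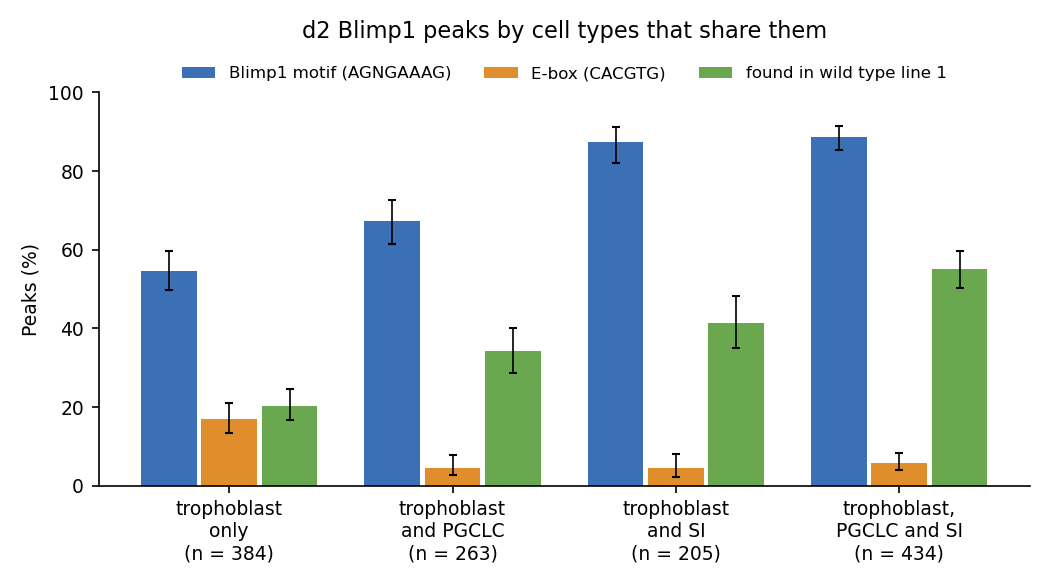
Percent of d2 Blimp1 peaks that hold the Blimp1 motif (blue) or the E-box (orange) or were found in wild type line 1 (green), by the cell types that share them, with 95% Wilson intervals for counting error. The Blimp1 motif goes from 54.7% of trophoblast-only peaks to 88.7% of peaks in all 3 cell types, and detection in line 1 from 20.3% to 55.1%.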

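Genes of antigen presentation and the interferon response stood out among the nearest genes of the d2 Blimp1 peaks. Of 34 annotated members of this list, 10 were nearest to 11 peaks, 12.9 times the share of the genome that lies nearest to them (two-sided exact binomial test, adjusted p = 1.93e-08 over 10 lists). They were Tap1 (fold enrichment 11.2) and Tap2 (6.96), which encode the peptide transporter, Tapbp (5.67), Erap1, Psme2 (5.24), Stat1 (7.20), Trim21 (15.9), Parp14, Ciita (10.6) and Usp18 (31.0). Of the 10 genes, 6 were at peaks found in line 1. Genes known as Blimp1 targets in B cells and germ cells also exceeded their share (ratio 5.53, adjusted p = 0.00446, same exact test). The 5 members of that list with a peak were Prdm1, Ciita, Id3 (6.26), Syk (5.89) and Myc, whose promoter peak was among the weaker ones (3.09). Toll-like receptor and interleukin-1 signalling passed with a ratio of 3.73 (exact test, adjusted p = 0.0106). Its 7 peaks lay near 5 genes, Irak2, Lif, Stat3 (6.55), Tlr2 (4.32) and Tlr3 (7.13), with more than 1 peak near Lif. Ras and Rho exchange factors passed with a ratio of 2.72 (exact test, adjusted p = 0.0175), with 9 peaks at 7 genes. Among them were Vav3 (6.76), Dock1 (16.1) and Rapgef1 (10.3 and 10.7 at its 2 peaks). Migration and invasion genes, among them Capn5, Mmp2 and Svil, passed with 3.22 (exact test, adjusted p = 0.024), with 6 peaks at 5 genes. The test counts each peak as independent, so neighbouring peaks at 1 gene can raise a ratio. It also takes peaks as evenly spread within 100 kb of TSSs, while 257 of the 1286 summits (20.0%) were within 1 kb of a coding TSS. Genes whose share of the genome is small can thus exceed it by position alone. Every list tested had a ratio above 1, the lowest 1.10, so the smaller ratios that passed may owe to position in part, which was not tested. Parts of Tables S5 and S6 had been seen when the lists were drawn up, and the paper itself names genes in the last 3 lists and, for B cells, Ciita and Myc, so the lists are not independent of the paper. Angiogenesis genes had a ratio of 2.51 but did not pass (exact test, adjusted p = 0.0585), with peaks near Csf1 (12.8), Notch4 (21.0), Nrp2 (7.09 and 14.2), S1pr1 (5.94) and Adm (5.81). TSC maintenance genes (1.10, exact test, adjusted p = 0.704) and genes of giant cell, spongiotrophoblast and syncytiotrophoblast differentiation (1.20, adjusted p = 0.628) were near their share, with peaks at Bmp4, Cdh1 and Gata2. Over the peaks found in both wild type lines, the first list and the exchange factors alone passed (ratios 22.0 and 4.85, exact tests, adjusted p = 4.76e-07 and 0.0085). With TSSs within 10 kb, 4 of the 10 lists passed. Migration and the B cell and germ cell targets then did not (ratios 2.24 and 4.54, exact tests, adjusted p = 0.321 and 0.145).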

Functional annotation analysis similarly suggests that Blimp1 has both unique and common roles shared amongst these cell types (Supplementary Fig. S7).

**Figure 6:**
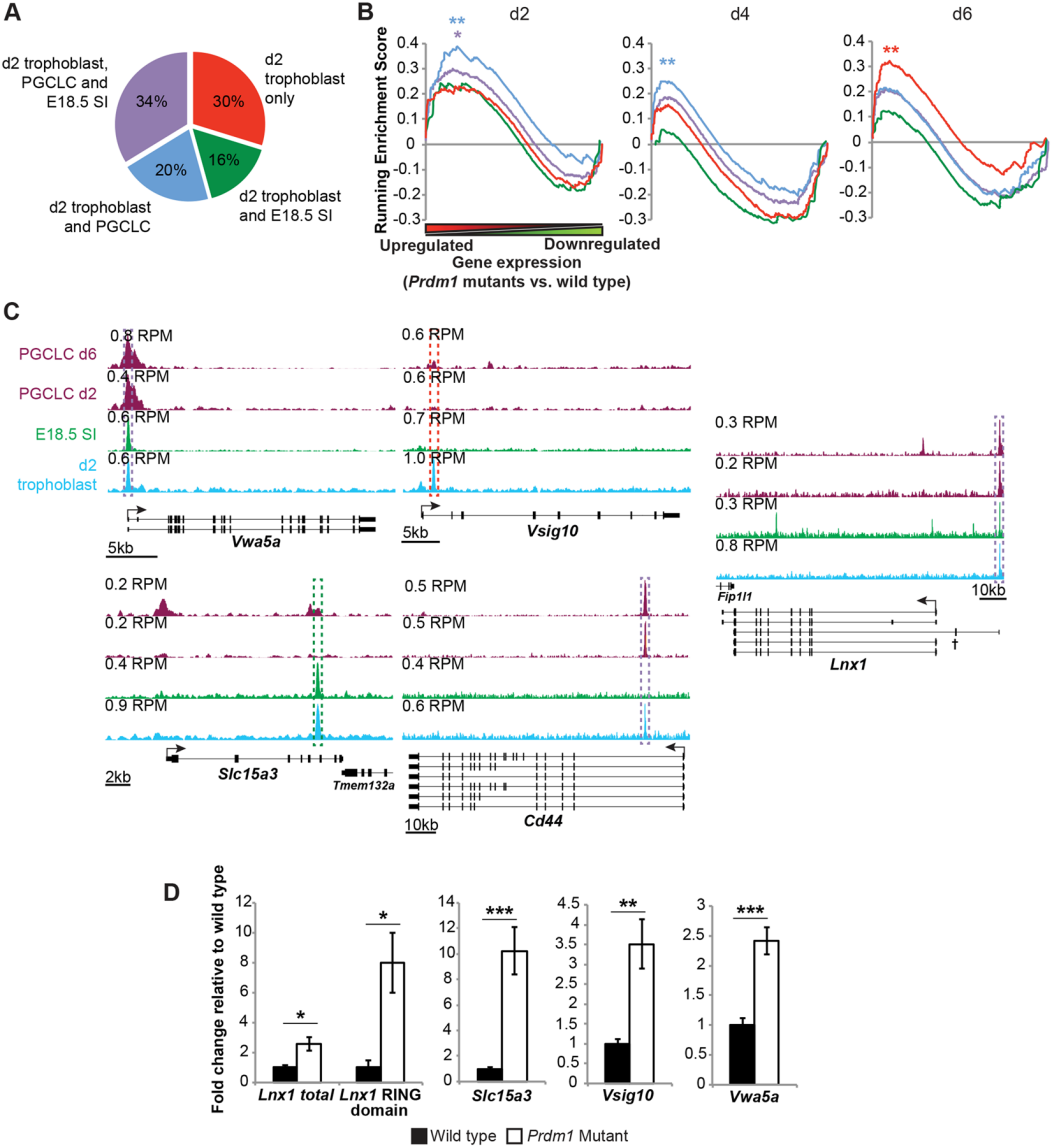
ChIP-seq identifies common and cell type-specific Blimp1 target genes. (**A**) Partially shared Blimp1 ChIP-seq peaks in d2 trophoblast, E18.5 small intestine (SI)^18^ and primordial germ cell like cells (PGCLCs)^34^. (**B**) Gene Set Enrichment Analysis of wild type and *Prdm1* mutant trophoblast gene expression profiles at day 2, 4 and 6 of differentiation in comparison with Blimp1 ChIP-seq peaks (nearest TSS ±100 kb) categorized as in A. *P ≤ 5 × 10^−3^, FWER *P* ≤ 5 × 10^−2^; **P ≤ 1 × 10^−3^, FWER *P* ≤ 1 × 10^−3^. (**C**) ChIP-seq tracks showing peaks shared between different cell types (*Vwa5a*, *Slc15a3, Cd44*, *Lnx1*) or unique to d2 trophoblasts (*Vsig10*). Peaks are boxed and colour-coded as in panel A. † = *Lnx1* exon encoding the RING domain. (**D**) RT-qPCR validation of expression changes in wild type and *Prdm1* mutant d2 trophoblasts. *P ≤ 5 × 10^−3^; **P ≤ 1 × 10^−3^; ***P ≤ 3 × 10^−5^. Data represents means ±S.E.M., n ≥ 9 per genotype.

Comparisons of transcriptional profiles from *Prdm1* mutant vs. wild type TGCs at d2, d4 and d6 of differentiation^20^ with our ChIP-seq data identified 125 candidate target genes represented amongst the upregulated transcripts (Fig. 6B, Supplementary Table S6). 

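The 125 genes each had 1 peak in Supplementary Table S6. They included strong peaks at the promoter of Trim21, which encodes an antibody receptor of the cytosol, 18 bp from a TSS, and at the macrophage growth factor gene Csf1, 8 bp from a TSS on chromosome 3 (107760003 to 107760510; line 1 9.48). The target peaks were nearer to a TSS than the other peaks, with a median distance of 3286 bp against 8658 bp (two-sided permutation test, adjusted p = 0.0267 over 5 classes), a call that was lost over the peaks found in both lines (adjusted p = 0.106). A target gene had to have a peak within 100 kb of its TSS, so part of this difference follows from the choice. Without peaks that have no TSS within 100 kb, the other peaks had a median of 7377 bp (same permutation test, adjusted p = 0.0238). At Arhgef18 and Lif the target peak was the nearer and weaker of 2, and the stronger, found in line 1, counted among the others. Of the target peaks, 44 (35.2%) were within 1 kb of the TSS of a protein-coding gene. Their median fold enrichment was 6.11 against 6.56 (same permutation test, adjusted p = 0.278). The Blimp1 motif was in 87 of them (69.6%), against 74.4% of the other peaks (odds ratio 0.787, two-sided Fisher's exact test, p = 0.24). Of the 125 peaks, 42 were found in trophoblasts alone and 39 in all 3 cell types. Fewer of them than of the other peaks were also found in wild type line 1, 37 (29.6%) against 39.2% (odds ratio 0.652, same exact test, p = 0.0417). The test did not allow for motif copies. Of the 276 peaks with 4 or more copies, 59.1% were found in line 1, and only 8 were target peaks.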

The list includes the specific isoform of *Lnx1* exhibiting E3 ubiquitin ligase activity^35^, candidate tumour suppressor *Vwa5a* ^36^, a histidine transporter *Slc15a3*, novel immunoglobulin domain containing gene *Vsig10*, and *Cd44* – a cell surface receptor associated with trophoblast invasion^37^. Representative ChIP-seq peaks and qPCR validation of expression changes are shown in Fig. 6C,D.

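The peak at Vwa5a on chromosome 9 (38718133 to 38718438) covered its 5′ UTR, 8 bp from the TSS, with a fold enrichment of 9.63 in line 2 and 8.05 in line 1 and 1 copy of the Blimp1 motif. The peak at Lnx1 on chromosome 5 (74702945 to 74703222) lay 169 bp from the TSS of a Lnx1 isoform, in an intron of the non-coding gene Gm15984, with values of 6.50 and 6.68. It held an E-box and no copy of AGNGAAAG. At Vsig10 on chromosome 5 (117320792 to 117321132), an intronic peak had values of 5.46 and 4.16, and it was the one peak among these genes' peaks in Table S6 that was found in trophoblasts alone. Cd44 had 2 peaks on chromosome 2. The one joined to it in Table S6 (102922010 to 102922201) was 20460 bp from the TSS, had a fold enrichment of 5.28 and was not called in line 1. The other, in an intron of Cd44 (102888630 to 102888918), was stronger (11.0 in line 2, 5.65 in line 1) and lay within a d2 DAR. The peak in an intron of Slc15a3 on chromosome 19 (10855544 to 10855846) had values of 9.25 and 6.34 and no copy of AGNGAAAG. The paper's reported microarray signal at d2 was 595 in wild type and 1073 in mutant cells for Vwa5a, and 673 and 1293 for a probe of Vsig10.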

Functional annotation analysis of the 125 genes showing both Blimp1 binding ±100 kb of TSS and upregulated expression in *Prdm1* mutant TGCs (≥1.5-fold, *P* ≤ 0.05; Supplementary Table S6) demonstrates associations with defective vascular remodelling and abnormal immunological functions (Fig. 7A). Strikingly, we also discovered significant overlaps between the Blimp1 targets identified here in *in vitro* differentiated trophoblasts and genes upregulated in E9.5 *Prdm1* mutant placenta^19^ (Fig. 7A), such as *Svil* and *Dab2ip* known to regulate cell migration and invasion (Fig. 7E,F). Representative results are shown in Fig. 7B–F and qPCR validation in Fig. 7G.

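Arhgef18 had 2 intronic peaks on chromosome 8. The one joined to it in Supplementary Table S6 (3393576 to 3393865) was 679 bp from a TSS, had a fold enrichment of 7.11 and was not called in line 1. The other was called in both wild type lines, and each peak held 1 copy of the Blimp1 motif. At Irak2, an intronic peak on chromosome 6 (113656723 to 113657177) had values of 13.7 in line 2 and 11.3 in line 1. It was 11948 bp from a TSS and held an E-box and a Tfap2 motif but no copy of AGNGAAAG. The intronic peak at Svil, which encodes the actin-binding protein supervillin (chromosome 18, 4923281 to 4923620), was 1700 bp from a TSS. It also held an E-box and a Tfap2 motif but no copy of AGNGAAAG. Its fold enrichment was 9.40, and it was not called in line 1. The peak at the matrix metalloproteinase gene Mmp2 was intergenic (chromosome 8, 92772109 to 92772386), 55060 bp from the TSS. It held 2 motif copies, had a fold enrichment of 6.52 and was not called in line 1. An intronic peak at Dab2ip, which encodes a regulator of Ras (chromosome 2, 35681233 to 35681654), had values of 10.9 and 6.68, with 1 motif copy 7 bp from the summit. Peaks in the mutant list had been subtracted beforehand, so none of these could be in it.

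**Figure D3:**
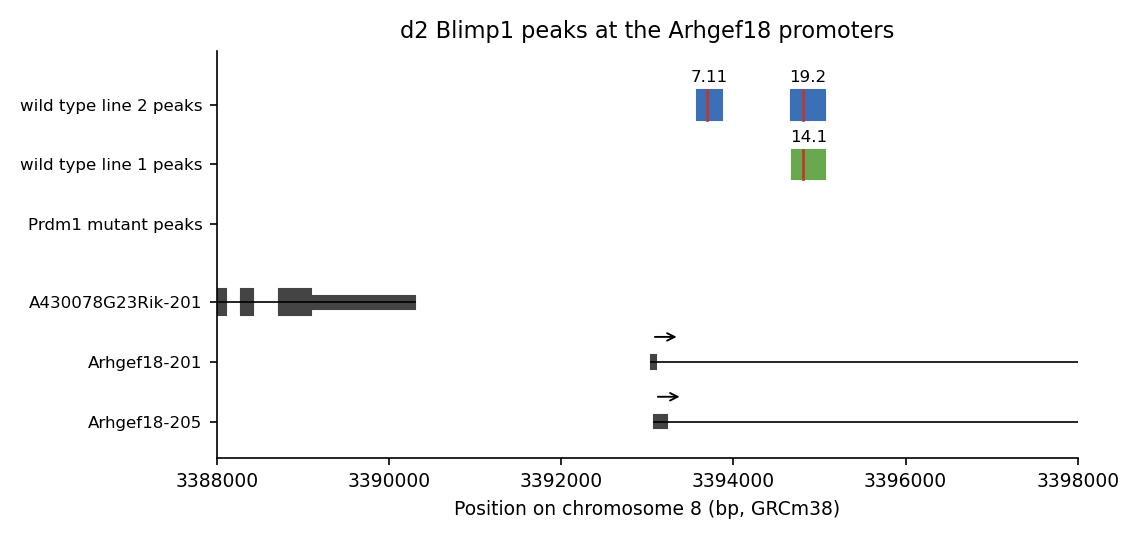
Map of the Arhgef18 locus on chromosome 8 (GRCm38) with coding transcripts (thick boxes are coding sequence, thin boxes untranslated exons, arrows the TSS) and the peaks of each list with their MACS2 fold enrichment. Red ticks mark AGNGAAAG; line 2 has peaks of 7.11 and 19.2, line 1 has 1 of 14.1, and the mutant has none.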

**Figure 7:**
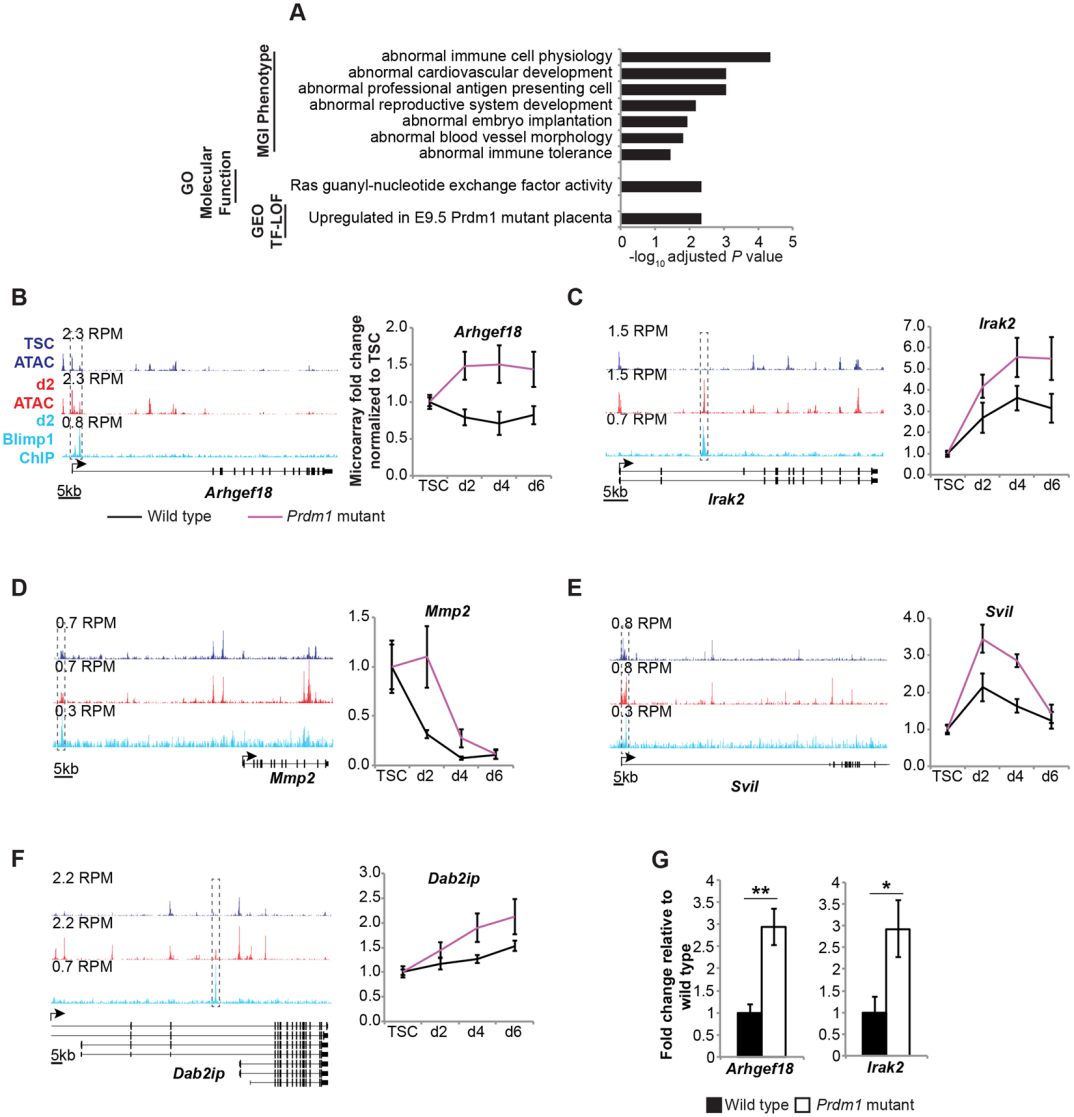
Blimp1 target genes govern diverse processes including immunity, vascularity, signalling and invasion. (**A**) Functional annotation analysis of genes with Blimp1 ChIP-seq peaks (nearest TSS ±100 kb) that are upregulated in *Prdm1* mutant trophoblasts (*P* ≤ 0.05, fold change ≥ 1.5) using Enrichr^85^ classified according to Mouse Genome Informatics Phenotype, Gene Ontology Molecular Function and NCBI transcription factor loss-of-function terminology. (**B**–**F**) Comparison of ATAC-seq and Blimp1 ChIP-seq tracks with microarray expression profiles. Data represents means ±S.E.M., n ≥ 6 per genotype per stage. RPM = Reads per million. (**G**) qRT-PCR validation of Blimp1 target gene expression. *P = 2 × 10^−2^; **P = 5 × 10^−4^.

### Blimp1 represses TSC gene expression and prevents aberrant differentiation

During B cell maturation Blimp1 silences ongoing expression of genes such as *Pax5*, *Ciita* and *Myc*, to promote terminal plasma cell differentiation^11, 38^. However, Blimp1 occupancy in the developing gut prevents premature activation of genes associated with the adult metabolic signature^17^. Expression profiling of the 125 Blimp1 targets during TSC differentiation demonstrates genes highly expressed in TSCs and also genes induced during differentiation (Fig. 8A). Thus *Prdm1*/Blimp1, appears to become activated to repress a subset of TSC genes, such as *Capn5*, *Mmp2*, *Ankmy2* and *Foxp1* (Figs 5C,7D and 8J,K), while also inhibiting expression of genes induced during differentiation such as *Zwint*, *Irak2* and *Dab2ip* (Figs 5D and 7C,F). Thus during SpA-TGC specification Blimp1 probably has dual functions to silence both TSC and aberrant lineage-specific gene expression.

**Figure 8:**
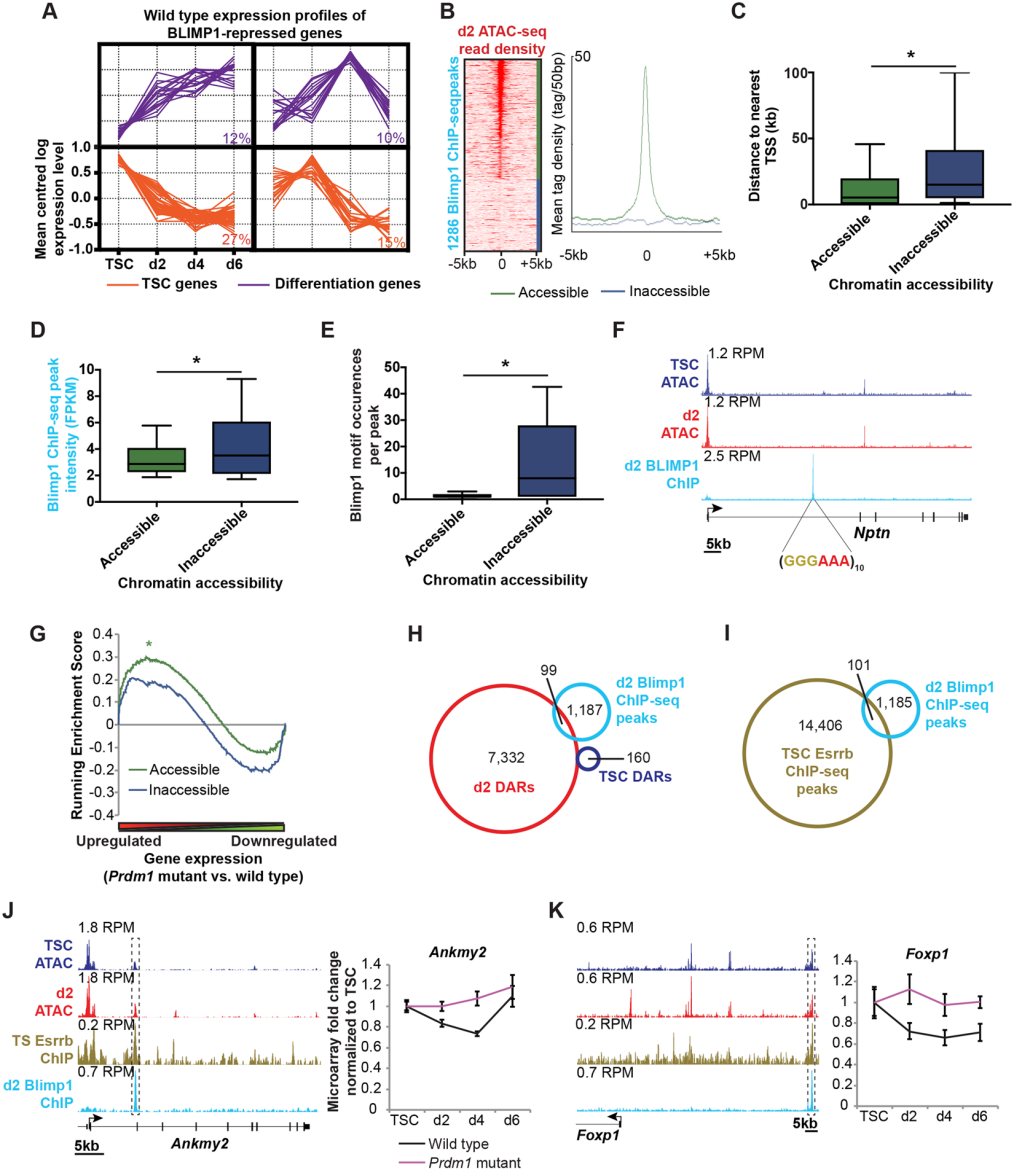
Blimp1 represses TSC gene expression and prevents aberrant induction of differentiation genes. (**A**) K-means clustering of microarray expression profiles of the 125 identified Blimp1 target genes during TSC differentiation. Blimp1 direct target genes include both TSC-expressed genes (orange) and those activated during differentiation (purple). Percentages of genes within each cluster are indicated. (**B**) Heatmap and density plot of d2 ATAC-seq reads at Blimp1 ChIP-seq peaks distinguish Blimp1 occupancy at accessible or inaccessible target sites. (**C**) Distance of Blimp1 ChIP-seq peaks from the nearest TSS at accessible or inaccessible chromatin regions categorized as in panel B. Blotplot intervals indicate median, 10^th^, 25^th^, 75^th^ and 90^th^ percentiles. Statistical significance was calculated using two-tailed heteroscedastic t-test. *P = 1.1 × 10^−14^. (**D**) Blimp1 ChIP-seq peak intensities at accessible or inaccessible chromatin regions. Statistical significance was calculated using two-tailed heteroscedastic t-test. FPKM = fragments per kilobase per million reads; *P = 2.4 × 10^−6^. (**E**) Occurrence of the Blimp1 consensus binding motif located within Blimp1 ChIP-seq peaks at accessible or inaccessible chromatin regions. Statistical significance was calculated using two-tailed heteroscedastic t-test. *P = 1.0 × 10^−44^. (**F**) Blimp1 occupancy at closed chromatin corresponds to low complexity repeats homologous to the Blimp1 consensus binding motif. RPM = Reads per million. (**G**) Gene Set Enrichment Analysis of wild type and *Prdm1* mutant trophoblast gene expression profiles at day 2 of differentiation in comparison with Blimp1 ChIP-seq peaks at accessible and inaccessible chromatin (nearest TSS ±100 kb annotated). *P < 1 × 10^−3^, FWER *P* = 5 × 10^−3^. (**H**) Overlap of d2 Blimp1 ChIP-seq peaks with TSC and d2 DARs. See also Supplementary Figure S2. (**I**) Overlap of d2 Blimp1 ChIP-seq peaks with TSC Esrrb ChIP-seq peaks. See also Supplementary Figure S2. (**J**,**K**) Blimp1 and Esrrb occupancy at shared ATAC-seq and ChIP-seq peaks in comparison with microarray expression profiles for *Ankmy2* (**J**) and *Foxp1* (**K**). Data represents means ±S.E.M., n ≥ 6 per genotype per stage. RPM = Reads per million.

Recent experiments suggest that Blimp1 binds both open and closed chromatin in plasmablasts^39^. Comparison of our ATAC-seq data with Blimp1 ChIP-seq peaks revealed graded degrees of chromatin accessibility at occupied sites, and approximately a third that appear to be inaccessible (Fig. 8B). The Blimp1 ChIP-seq peaks at accessible regions tend to be closer to TSSs (Fig. 8C). Blimp1 ChIP-seq peak intensities are, however, slightly greater at inaccessible chromatin (Fig. 8D). Notably, this subset of ChIP-seq peaks tend to contain low complexity repeat sequences including multiple copies of the Blimp1 binding consensus (Fig. 8E,F), likely to enhance the probability of binding. 

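The strongest d2 Blimp1 peaks were mostly arrays of the Blimp1 motif. The peak in an intron of Kdm5a (chromosome 6, 120405418 to 120405855) held 22 copies of AGNGAAAG, that in an intron of Bcas3 (chromosome 11, 85504311 to 85505209) 75 copies and that in an intron of Rad54b (chromosome 4, 11571052 to 11571707; fold enrichment 36.6) 57 copies. Around the Kdm5a summit the sequence was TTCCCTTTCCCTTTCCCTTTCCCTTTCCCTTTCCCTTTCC (120405653 to 120405692), part of an unbroken run of 114 bp. At Nptn, which encodes a cell adhesion protein, an intronic peak on chromosome 9 (58610700 to 58611097) held 10 copies and had a fold enrichment of 19.9 in line 2 and 15.5 in line 1. The 276 peaks with 4 or more copies had a median fold enrichment of 12.6, and those with 10 or more copies one of 14.8, against 6.12 with 1 copy and 5.17 with none. Of these 276, 257 held a run of GAAA or GGGAAA repeats, and 163 were found in line 1. Their median distance to a TSS was 22021 bp, against 5984 bp for peaks with 1 copy. Few of them were target peaks, 8 of 276 (2.90%; odds ratio 0.228, two-sided Fisher's exact test, p = 2.98e-06), and 0 of 276 were at d2 DARs (same test, p = 1.89e-11). Across the 1286 peaks, which are not independent replicates, copies and fold enrichment rose together (Spearman's rho = 0.496 and Pearson's r = 0.666, permutation tests, each p = 1e-05, the smallest that 100000 permutations can give). A longer peak can hold more copies, and with copies counted per 100 bp rho was 0.347 (same p). In subsets chosen after the data were seen, rho was 0.206 for peaks with at most 3 copies and 0.20 for the 966 peaks with under 50% of bases soft-masked as repeats (same p). The stricter AGYGAAAG, which leaves out AGAGAAAG and AGGGAAAG, was an alternative set beforehand. Over all 1286 peaks its rho was -0.0363 (p = 0.194, same permutation test). The accessibility classes of Fig. 8B were not used here.

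**Figure D4:**
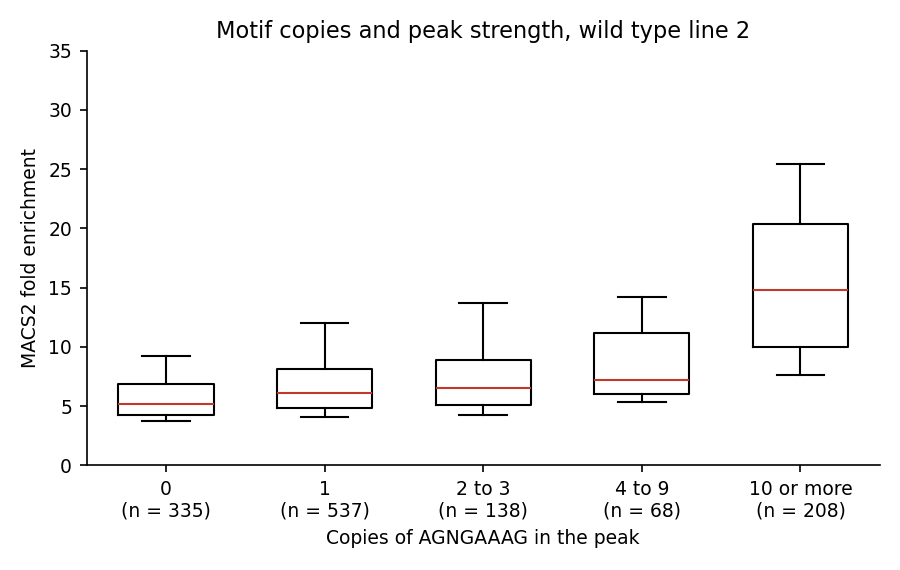
MACS2 fold enrichment of line 2 peaks by the number of copies of AGNGAAAG, with medians (red), quartiles (boxes) and 10th and 90th percentiles (whiskers). The median goes from 5.17 with no copy to 14.8 with 10 or more.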

Importantly, however, while Blimp1 binding at accessible chromatin is significantly correlated with genes upregulated in mutant trophoblasts, binding at inaccessible chromatin is not (Fig. 8G). It is therefore tempting to speculate that binding within these distal repeat-enriched regions does not represent a key functional requirement.

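Blimp1 peaks at d2 DARs, regions that open on differentiation, included those at Fam129a on chromosome 1 (151660255 to 151660595; line 1 fold enrichment 8.67), Rhobtb2 on chromosome 14 (69814533 to 69815049; 21.2 in line 2 and 10.9 in line 1) and Gm1335 on chromosome 2 (93907540 to 93908015; 20.7 and 12.7). Weaker ones lay near Gata2, a trophoblast transcription factor gene (chromosome 6, 88176289 to 88176481; 4.10), and in an intron of the non-coding gene Pvt1, for which Myc was the nearest coding gene (chromosome 15, 62060422 to 62060606; 4.05), neither of them called in line 1. Of the peaks at d2 DARs, 55.6% were found in trophoblasts alone, against 27.7% of the other 1187. The Blimp1 motif was in 57.6% of the peaks at d2 DARs and in 75.3% of the others (odds ratio 0.445, two-sided Fisher's exact test, p = 0.000294). All 276 peaks with 4 or more copies of the motif fell among the others. They raised the motif share there and lowered the trophoblast-only share, as 6.16% of the 276 were trophoblast-only. Neither comparison was run without them. Peaks at d2 DARs lay farther from the nearest TSS, with a median of 12530 bp against 7559 bp (two-sided permutation test, adjusted p = 0.0442 over 5 classes), a call that was lost over the peaks found in both lines (adjusted p = 0.36). Tfap2c sites made up 29.3% of them and 9.10% of the others (odds ratio 4.14, two-sided Fisher's exact test, p = 6.22e-08). No peak overlapped any of the 160 TSC DARs of Supplementary Table S3. Peaks at d2 DARs were found in line 1 about as often as the others (odds ratio for both lines against line 2 alone 1.05, same exact test, p = 0.83).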

Only 99 of the 1286 Blimp1-occupied regions in d2 trophoblasts showed strongly enhanced accessibility on differentiation (i.e. binding at d2 DARs) (Fig. 8H). Similarly, only 15 of the 125 candidate target genes, notably *Irak2* and *Dab2ip* display occupancy within d2 DARs (Fig. 7C,F). 

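The 15 genes included Fam129a, Sos1 and Vav3, which encodes a Rho exchange factor (chromosome 3, 109572877 to 109573111), besides Irak2 and Dab2ip. The peaks at Irak2, Dab2ip, Fam129a and Sos1 were also called in line 1, and that at Vav3 was not. Target genes held 15.2% of the peaks at d2 DARs and 9.27% of the other peaks (odds ratio 1.75), a difference that did not pass the test (two-sided Fisher's exact test, p = 0.0748).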

Other Blimp1 target sites at constitutively accessible chromatin include a subset occupied by Esrrb in TSCs, such as at *Ankmy2* and *Foxp1* (Fig. 8I–K). It therefore seems likely that expression of a subset of genes maintained by Esrrb in TSCs is silenced by Blimp1 during differentiation via the same CREs.

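The peak at Ankmy2 on chromosome 12 (36165360 to 36165739) was intronic, 1753 bp from a TSS, with a fold enrichment of 21.4 in line 2 and 7.44 in line 1. It held 1 copy of the Blimp1 motif, within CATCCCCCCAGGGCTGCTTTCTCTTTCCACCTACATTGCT (36165560 to 36165599). Ankmy2, Foxp1 and Arhgef18 each had a peak that was at both an Esrrb and a Tfap2c site. Of the 101 peaks at Esrrb sites, 39 (38.6%) were also at Tfap2c sites, against 8.27% of the other peaks (odds ratio 6.98, two-sided Fisher's exact test, p = 4.87e-15). Other peaks at Esrrb sites lay at Dok2, in an intron of Stat3, and 22064 bp from the TSS of Bmp4, which encodes a TSC growth factor (10.9 in line 2 and 6.36 in line 1). Peaks at Esrrb sites were weaker than the others, with a median fold enrichment of 5.70 against 6.56 (two-sided permutation test, adjusted p = 0.0495 over 5 classes), a call that was lost when peaks were ranked by −log10 q (adjusted p = 0.178). The Blimp1 motif was in 63.4% of them and 74.9% of the others (odds ratio 0.581, two-sided Fisher's exact test, p = 0.0176).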

In sum results above characterize structural changes at discrete chromatin regions associated with trophoblast differentiation, and identify novel targets genes that potentially regulate Blimp1-dependent trophoblast lineage specification.

## Discussion

The epigenetic landscape and transcriptional networks that govern self-renewal and maintenance of the stem cell state have been extensively studied in TSCs and ESCs^7, 9, 31, 32, 40^. However, relatively little is known about epigenetic mechanisms governing TSC differentiation and specification of mature trophoblast subtypes.

The present ATAC-seq experiments examine genome-wide changes in chromatin accessibility during trophoblast differentiation. We identified thousands of DARs present at early stages of TSC differentiation, as well as regions that distinguish TSCs from ESCs. Remarkably, a subset of these is detectable as early as the 8-cell stage embryo. Recent experiments demonstrate that apical-basal cell polarity leading to segregation of the trophectoderm and inner cell mass becomes apparent at the 8-cell stage^41^. It is tempting to speculate that formation of the apical domain during the establishment of the trophectoderm fate may occur via accessible chromatin domains common to 8-cell embryos and TSCs that have been identified here.

In marked contrast to ESCs, TSC exit from the stem cell-state is associated with globally increased rather than decreased chromatin accessibility. Expansion of accessible chromatin is associated with activated gene expression during differentiation. Downregulated gene expression does not simply reflect formation of highly inaccessible chromatin by day 2 of differentiation. Rather trophoblast differentiation initiated by the withdrawal of FGF4 and TGFβ1 leads to loss of key transcription factors (including Cdx2, Eomes and the growth factor-dependent Esrrb). Moreover, we found that Esrrb ChIP-seq peaks in TSCs are significantly associated with genes downregulated during TSC differentiation. Thus gene expression changes during TSC differentiation can be explained in large part due to the concomitant loss of Esrrb^32^. Interestingly, a subset of Blimp1 targets are present at CREs previously occupied by Esrrb, including *Ankmy2*, *Foxp1* and others (Fig. 8J,K). Blimp1 also represses the expression of a subset of genes induced during differentiation, through both constitutively accessible regions (e.g. *Zwint* Fig. 5D) and those that only become accessible during differentiation (e.g. *Irak2* and *Dab2ip* Fig. 7C,F). Thus Blimp1 appears to have dual repressive roles – silencing pre-existing gene expression as well as preventing aberrant induction of gene expression.

Both the structural and functional characteristics of the placenta display considerable diversity across mammalian species^42^. Considerable evidence suggests that species-specific ERVs provide crucial regulatory signals driving rapid evolution through re-wiring transcriptional networks in TSCs^9^. Here we found that TSC DARs are enriched for the RLTR13 family of ERVs, previously identified by profiling of active histone marks in TSCs and containing binding sites for key TSC regulators Cdx2, Eomes and Elf5^9^. Strikingly, however, d2 DARs seem to lack annotated repeat regions. Rather d2 DARs are highly enriched for distinct transcription factor binding motifs such as for Tfap2c, and Ets and GATA sites potentially bound by Elf5 and Gata2 respectively, known to be involved in trophoblast differentiation^31, 43^.

When we compared Blimp1 ChIP-seq datasets from trophoblasts, PGCLCs and SI to genes derepressed in *Prdm1* mutant trophoblasts we found both shared and partially overlapping, as well as cell type-specific targets. For example, *Irak2* and *Mmp2* appear to be common targets in all three cell types, while *Vsig10* appears to be unique to trophoblasts. As for transfected P19 embryonal carcinoma cells^33^, here we observe occupancy by Blimp1 and Tfap2c at common target sites in trophoblasts, though it is not clear whether they bind independently or cooperatively in this case. Tfap2c functions as a transcriptional repressor governing trophoblast differentiation within the SpT layer^29^, but a cooperative Blimp1 and Tfap2c functional relationship has not previously been reported during placenta development. Interestingly, coexpression was recently confirmed in trophoblasts at the single-cell level^20^. Future studies will explore whether Blimp1 and Tfap2c function as transcriptional partners to cooperatively regulate target gene expression in discrete spongiotrophoblast cell lineages.

Identification of direct Blimp1 targets *in vivo* using ChIP approaches is confounded by the diversity of Blimp1+ cell populations^20^. Gene expression changes may also be masked by organ-wide ensemble averaging. The present trophoblast-specific *in vitro* microarray combined with ChIP-seq analysis, however, demonstrates a significant overlap with genes upregulated in Blimp1 mutant placenta at E9.5 (Fig. 7A). Many of these are known to play important functional roles in cell migration and invasion. For example Supervillin (Svil) controls podosome function and turnover^44^. Human invasive extra-villous trophoblasts (EVTs), analogous to mouse SpA-TGCs^45^ form atypical podosomes that regulate extracellular matrix degradation and cell migration^46^. Disabled 2 interacting protein (Dab2ip) inhibits cell invasion in a variety of contexts^47, 48^, and upregulation in human trophoblasts *in vitro* is associated with reduced invasive and migratory abilities^49^. Blimp1 repression of *Dab2ip* may be required to promote trophoblast invasion.

A critical feature of placenta development is specification and migration of the invasive trophoblasts that function in remodelling maternal spiral arteries to increase blood flow to the developing foetus. The genes expressed by this specialized trophoblast subset mediate both vascular mimicry and evasion of the maternal immune system^3, 20, 50^. Many of the 125 Blimp1 targets identified here, however, are either poorly characterized or unstudied in the context of placenta. For example, *Vsig10* is a robust candidate target gene but its functional activities have not been previously reported. However, it is striking that the Blimp1 target genes identified here are significantly enriched for genes with vascular and immunological, as well as cellular signalling functions. For example, it seems likely that Blimp1 controls intracellular signalling via repression of Ras guanyl-nucleotide exchange factors such as *Arhgef18*, as well as the signalling-related kinase *Irak2*, which promotes inflammatory response through NF-kappaB pathway activation^51^. *Arhgef18* has been implicated in cell invasion, which is highly impaired in *Prdm1* mutants^52, 53^. Additionally, Blimp1 regulates expression of matrix metalloproteinase *Mmp2*, implicated in trophoblast invasion and preeclampsia, though its precise function in the placenta requires clarification^54–56^. Multiple other genes, such as candidate tumour suppressor *Vwa5a* ^36^, and the regulator of trophoblast invasion *Cd44* ^37^ may also be key to the *Prdm1* mutant phenotype. Amongst the other identified targets of Blimp1 is the RING domain containing isoform of *Lnx1*, which is reported to ubiquitinate specific isoforms of NUMB, leading to its degradation^35^. NUMB is a multifunctional protein implicated in human trophoblast cell migration and apoptosis^57^. *Numb* mouse mutants die mid-gestation probably due to placental insufficiency, though a detailed characterization of the precise placental defects have not been performed^58^. It is possible that upregulation of *Lnx1* contributes to the *Prdm1* null placental phenotype through degradation of Numb. The extent to which the Blimp1 targets identified here contribute to the *Prdm1* null mutant phenotype will be explored in future studies.

Diverse trophoblast sub-populations that perform essential functions during placental development have been extensively characterized on the basis of location, morphology, and gene expression profiles. Several key transcription factors governing specification of specialized trophoblast sub-types have been identified. For example, Hand1 is required for the formation of trophoblast giant cells at the periphery of the placenta^59^, while Gcm1 is essential for development of the syncytiotrophoblasts that constitute the labyrinth^60^. However the transcriptional regulatory hierarchies guiding cell fate choices remain poorly understood. Here we have characterized Blimp1-dependent target genes and differentially accessible chromatin regions during trophoblast differentiation. Collectively our experiments demonstrate that TSC differentiation protocols in combination with high throughput genomic techniques represents a powerful entry point to identify components of gene regulatory networks that govern later aspects of placenta morphogenesis.

## Methods

### TSC maintenance and differentiation

*Prdm1* ^+/+^ and *Prdm1* ^*BEH/BEH*^ TSC lines isolated previously^20^ were grown under defined conditions^61^. To promote differentiation trypsinized cultures were plated in the absence of FGF4, TGFβ1 and heparin sulfate.

### Microarray data analysis

Published Illumina Mouse WG-6 v2 Expression BeadChip microarray data corresponding to four independently derived *Prdm1* ^+/+^ and *Prdm1* ^*BEH/BEH*^ null mutant TSC lines (NCBI GEO accession number GSE74409) were analysed as previously described^20^. Further analysis using K-means clustering was performed using Cluster 3.0^62^. Gene set enrichment analysis (GSEA)^63, 64^ was performed using all genes represented on the microarray pre-ranked on Illumina DiffScore derived from the differential expression analysis and compared with the nearest gene transcription start site ± 100 kb from each Blimp1 ChIP-seq peak. For maximum stringency where multiple gene sets are tested we report both nominal *P* value and family-wise error rate (FWER) *P* value.

For gene expression comparison with TSCs published Illumina Mouse WG-6 v2 Expression BeadChips microarray data for ESCs was downloaded from NCBI (GEO accession number GSE46308). After background subtraction using GenomeStudio v2009 (Illumina) raw data were quantile normalized and differentially expressed genes identified using ArrayAnalysis^65, 66^. Comparison with gene sets defined by ATAC-seq analysis was performed on quantile normalized data using GSEA with standard parameters.

### ATAC-seq analysis

ATAC-seq libraries from two independent wild type cell lines were generated for TSCs and day 2 of differentiation (d2) as described^21, 67^ using 75,000 cells per replicate. Multiplexed 75 bp paired-end sequence reads generated on a single lane of an Illumina HiSeq. 4000 were mapped to the mm10 mouse genome build using Stampy with default parameters^68^. Mapped data were visualized using Integrated Genome Viewer v2.3.88^69^. Regions of open chromatin were identified by MACS2 using default parameters^70^. Regions detectably accessible in both wild type cell lines were identified by overlapping peak coordinates and used for subsequent analyses (Supplementary Fig. S1). To identify high confidence differentially accessible chromatin regions (DARs) between TSCs and d2 trophoblasts a MACS2 q-value cutoff of 1 × 10^−5^ was applied. DARs consistently detected in both cell lines were then identified and used for subsequent analyses (Supplementary Fig. S1). ATAC-seq data were deposited in NCBI GEO under accession number GSE94694.

For comparisons with TSC ATAC-seq data 8-cell embryo and ESC ATAC-seq data mm9 peak regions were downloaded from NCBI GEO accession number GSE66581 and converted to mm10 coordinates using liftOver^71^.

### *De novo* motif analysis

*De novo* motif analysis was performed using MEME-ChIP with default parameters^72^. Matches to known motifs were identified using TOMTOM^73^. Frequency of *de novo* identified Blimp1 binding motif within peaks was performed with FIMO^74^ using a *P* value cutoff of 1 × 10^−4^.

### Analysis of repeat elements

Repeat element annotations for the GRCm38/mm10 genome build were downloaded from the UCSC Genome Browser database^75, 76^ and overlap with ATAC-seq peaks was performed using custom Perl scripts. For comparison repeat annotations were also overlapped with a set of 10,000 randomly generated genomic regions of equivalent size to the ATAC-seq peaks. Statistical differences were determined using Chi-square with Yates’ correction.

### ChIP-seq analysis

D2 cells from two independent *Prdm1* ^+/+^ and *Prdm1* ^*BEH/BEH*^ TSC lines each were fixed for 15 minutes at room temperature using 1% formaldehyde in culture medium. Samples were then processed for ChIP-seq as previously described^77^ using 4 × 10^7^ cells per replicate and 14 µg of mouse IgG1 anti-Blimp1 ascites fluid (Novus, clone 3H2-E8, Lot # 102612)^78^. 51 bp paired-end reads generated by multiplexing ChIP and associated input samples on 2 lanes of an Illumina HiSeq. 2500 were mapped to the mm10 mouse genome build with Bowtie2^79, 80^ in Galaxy^81^ using default parameters, except –k 2. Peaks were called for each ChIP sample relative to its input using MACS2^70^ with default parameters. Non-specific peaks detectable in *Prdm1* ^*BEH/BEH*^ mutant cells were subtracted from wild type datasets (Supplementary Fig. S8). 

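The subtraction removed 124 of the 1410 line 2 peaks and 56 of the 588 line 1 peaks. The strongest mutant peak was at the TSS of Lamp1, which encodes a lysosomal membrane protein (chromosome 8, 13159012 to 13159290), with a fold enrichment of 9.01 in the mutant, 15.0 in line 2 and 10.9 in line 1. Next came promoter peaks at Amdhd2 (7.90), Atp6v0b, which encodes a subunit of the lysosomal proton pump (7.46), and Atxn3 (6.85), and a peak in the non-coding gene B930059L03Rik near Dync1h1 (6.06). Of the 11 mutant peaks with a fold enrichment of at least 4, 11 held an E-box and 0 held the Blimp1 motif. Of these, 11 were also called in a wild type line and 10 were within 1 kb of the TSS of a protein-coding gene. The cutoff of 4 was chosen after the data were seen, and the next mutant peak, in an intron of Myo3a (3.87), held no E-box. The other 137 mutant peaks had lower values, with a median over all 148 of 1.92, and 46 of the 148 lay off the assembled chromosomes. Of the mutant peaks, 95 were also in line 2 (64.2%) and 48 were in neither wild type line. The E-box was in 22 of the 102 mutant peaks on assembled chromosomes (21.6%), more often than in the remaining line 2 peaks (odds ratio for line 2 against the mutant 0.344, two-sided Fisher's exact test, p = 0.000141).

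**Figure D5:**
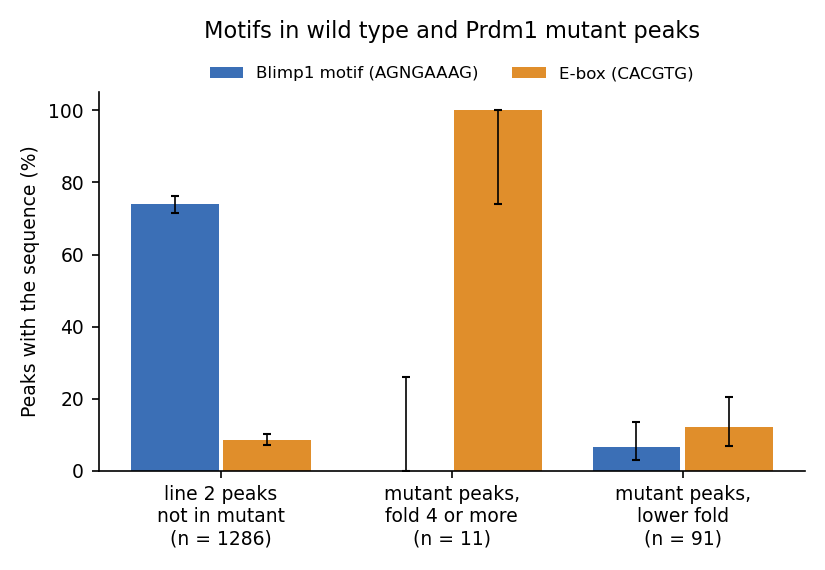
Percent of peaks on assembled chromosomes that hold the Blimp1 motif (blue) or the E-box (orange) in line 2 after subtraction, in the 11 mutant peaks with a fold enrichment of at least 4, and in the other mutant peaks, with 95% Wilson intervals for counting error. The first group is mostly blue, and 11 of 11 strong mutant peaks hold the E-box. The cutoff of 4 was chosen after the data were seen.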

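Of the 588 peaks of wild type line 1, 543 (92.3%, 95% Wilson interval 89.9 to 94.2) overlapped a peak of line 2, and 552 of the 1410 peaks of line 2 (39.1%) overlapped one of line 1. Of the 576 line 1 peaks on assembled chromosomes, 531 overlapped a line 2 peak. Random placement of these 576 on the same chromosomes gave a mean of 4.13 overlaps and at most 6 (one-sided permutation test by placement, p = 0.001, the smallest that 1000 placements can give). After subtraction of the mutant peaks, 492 line 2 peaks were found in line 1 and 794 were not. Detection in line 1 followed the strength of the peak in line 2, from 8.14% of the lowest quintile to 90.3% of the highest. Peaks found in line 1 had a median fold enrichment of 10.9 in line 2 and those not found one of 5.47 (two-sided permutation test across peaks, p = 1e-05, the smallest that 100000 permutations can give). Across the 492 shared peaks the values of the lines rose together (Spearman's rho = 0.731, Pearson's r = 0.772, permutation tests, each p = 1e-05), and 434 of the 492 were higher in line 2, where the median was 10.9 against 6.79 in line 1. At Slc23a2 the values were 37.2 and 29.3, at 2010005H15Rik 35.3 and 21.8, and at Blcap 32.4 and 16.1. Peaks called in line 2 alone included those at Cdh1, which encodes E-cadherin (5.94), and Tap2. Each fold enrichment is relative to the background of its own library, and line 2 was sequenced more deeply.

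**Figure D6:**
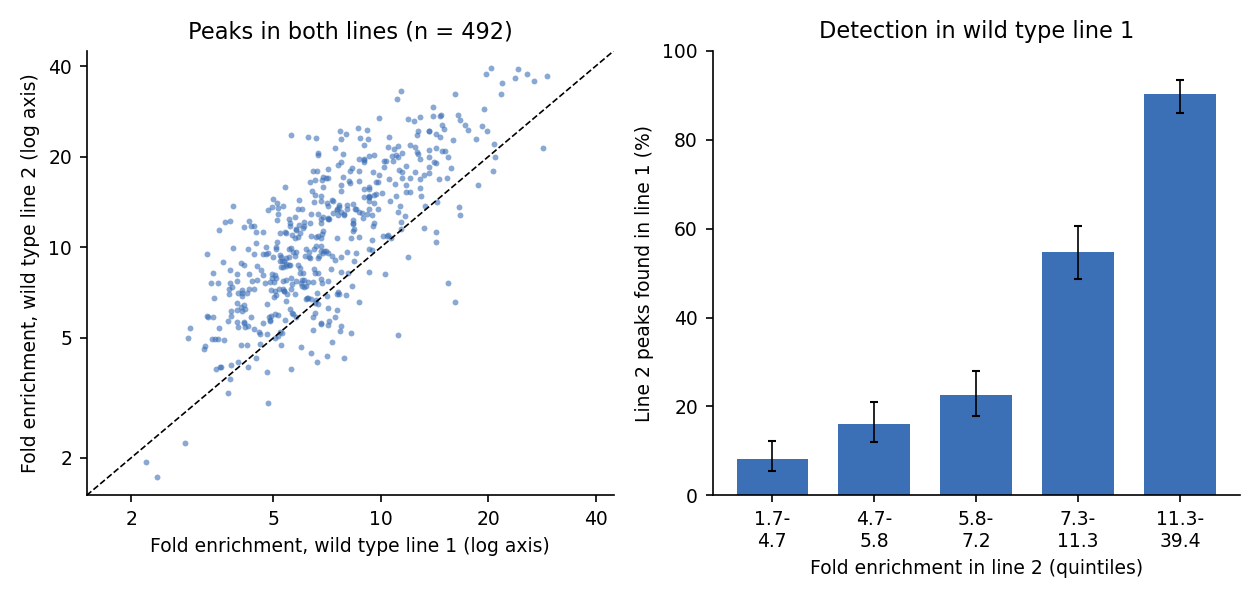
Left, MACS2 fold enrichment of the 492 peaks found in both wild type lines, line 2 against line 1 on log axes, with the line of equal values (dashed). Right, percent of line 2 peaks found in line 1 by quintile of fold enrichment in line 2, with 95% Wilson intervals for counting error, from 8.14% to 90.3%.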

Substantial overlap was observed between wild type replicates, however as one replicate contained stronger signal it was selected for all subsequent analyses. Peaks present in both replicates are indicated in Supplementary Table S7 and Supplementary Figure S8. Heatmap comparisons of Blimp1 ChIP-seq coordinates with ATAC-seq data was performed using seqMINER v1.3.3^82^. ChIP-seq data was deposited in NCBI GEO under accession number GSE74408.

Tfap2c d1 trophoblast ChIP-seq data was downloaded from the European Nucleotide Archive (accession PRJNA298763) and analysed as above using a MACS2 q-value cut-off of 1 × 10^−15^. Blimp1 ChIP-seq data from E18.5 small intestine and PGCLCs mm9 peak coordinates were downloaded from the published papers^18, 34^ and converted to mm10 using liftOver^71^. Esrrb ChIP-seq coordinates (mm10) were downloaded from the published paper^32^.

H3K4me1, H3K4me3, H3K9me4, H3K27me3 and H3K27ac TSC ChIP-seq data was downloaded from NCBI GEO accession GSE 42207 and mapped to the mm10 genome build using Bowtie2 and compared with ATAC-seq coordinated using seqMINER as above.

### Comparison of ATAC-seq and ChIP-seq coordinates

To determine whether overlaps of sets of ChIP-seq and ATAC-seq peaks were statistically significant we applied a multi-step process. First we characterized the pairwise overlap of all peaks within datasets being compared, relative to 1,000 iterations of random regions of equivalent size using GAT^83^. Plots indicating significance per peak are given in Supplementary Figure S2. Next, for significantly overlapping peaks we asked whether the number of peaks with ≥ the median percentage overlap per dataset was greater than expected by chance based on 1,000 iterations of random regions of equivalent size using Chi-square test in Yates’ correction. *P* values per dataset comparison and percentage overlap per significantly overlapping peak are given in Supplementary Figure S2.

### Functional annotation analysis

Functional annotation analysis of ATAC-seq and ChIP-seq peak datasets was performed using GREAT version 3.0.0^84^, linking peaks to the nearest transcription start site (TSS) ± 100 kb. Functional annotation of gene lists derived from microarray analysis was performed using Enrichr^85, 86^. Non-redundant functional terms were selected based on reported significance score and relevance to the biological system.

### qRT-PCR

RNA was extracted using RNeasy mini kits (QIAGEN) according to manufacturers instructions. Quantitative PCR (qPCR) was performed as previously described^87^ using *Actb* to normalize gene expression. Primer sequences used are shown in Supplementary Table S8. Changes in gene expression were determined using the 2^−∆∆CT^ method with expression represented as mean ±S.E.M. Statistical significance was determined using two-tailed homoscedastic t-test.

### Data availability

ChIP-seq and ATAC-seq data have been deposited in NCBI GEO (accession numbers GSE74408 and GSE94694 respectively). Details of published datasets used in this study are provided in Methods.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

# Supplementary material for: Mapping the chromatin landscape and Blimp1 transcriptional targets that regulate trophoblast differentiation
**Source:** Sci Rep. 2017 Jul 28;7:6793. doi: 10.1038/s41598-017-06859-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Mapping the chromatin landscape and Blimp1 transcriptional targets that regulate trophoblast differentiation

Andrew C. Nelson^{1,2}, Arne W. Mould¹, Elizabeth K. Bikoff¹, and Elizabeth J. Robertson¹

Supplementary Figures and Figure Legends

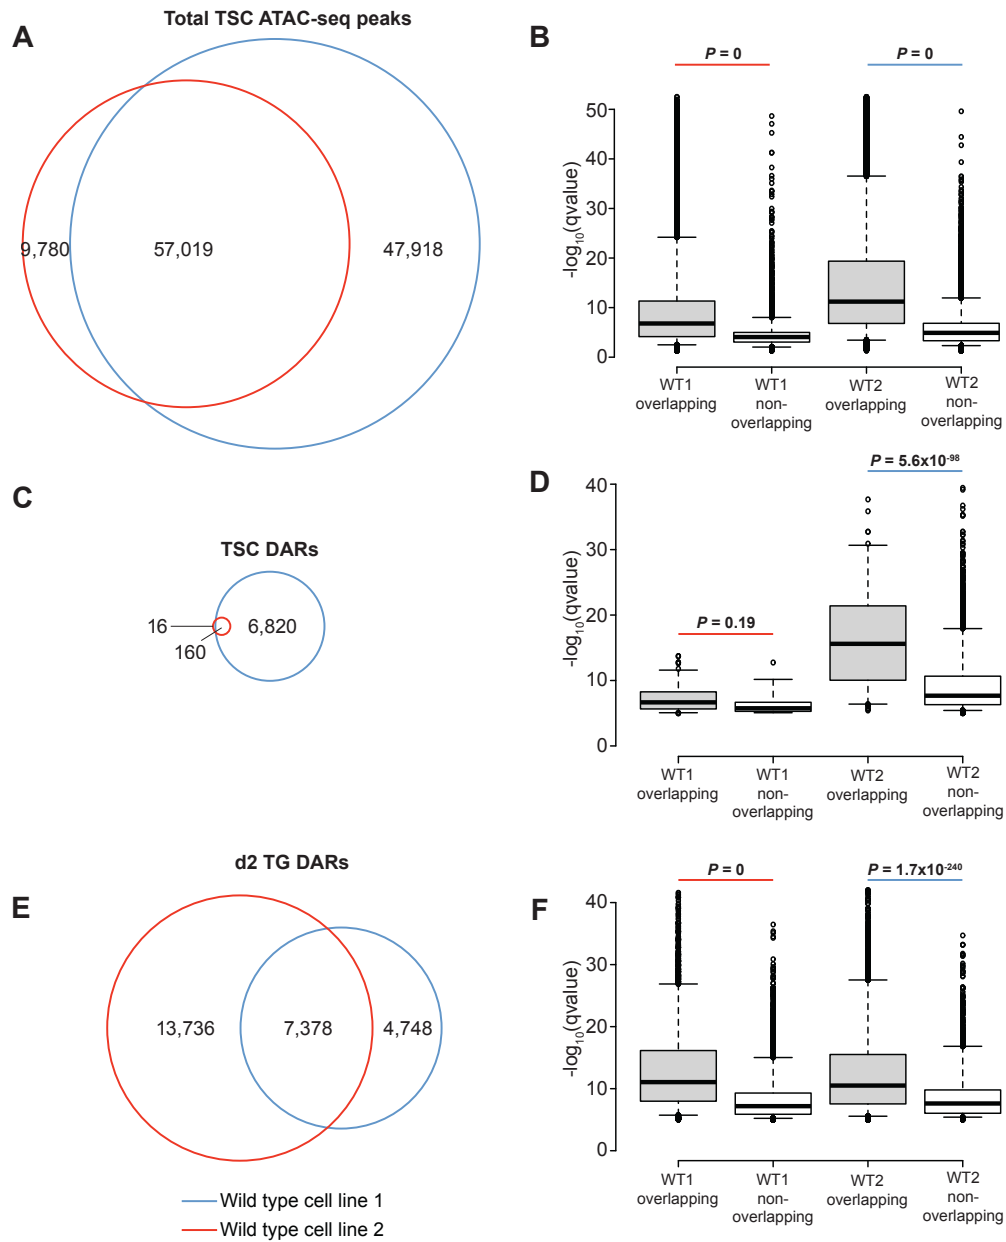

Figure S1. Overlap of TSC ATAC-seq peaks and TSC and d2 DARs identified in each cell line.

- (A) Venn diagram indicating the degree of overlap between TSC ATAC-seq peaks from two independent TSC lines. Note that overlapping peaks were used for subsequent analyses in the main paper.
- (B) ATAC-seq peaks identified in both TSC lines show greater significance values, suggesting that a subset of peaks are not detected in both cell lines due to being near the applied significance threshold. Heteroscedastic t-test P values are indicated.
- (C) Venn diagram indicating the degree of overlap between TSC DARs peaks identified in two independent TSC lines. Note that overlapping DARs were used for subsequent analyses in the main paper. Validation of the trends in

both the overlapping and non-overlapping TSC DARs are shown in Supplementary Figure S5.

- (D) TSC DARs identified in both cell lines show greater significance values, suggesting that a subset of DARs are not detected in both cell lines due to being near the applied significance threshold. Heteroscedastic t-test P values are indicated.
- (E) Venn diagram indicating the degree of overlap between d2 DARs peaks identified in two independent TSC lines. Note that overlapping DARs were used for subsequent analyses in the main paper.
- (F) D2 DARs identified in both cell lines show greater significance values, suggesting that a subset of DARs are not detected in both cell lines due to being near the applied significance threshold. Heteroscedastic t-test P values are indicated.

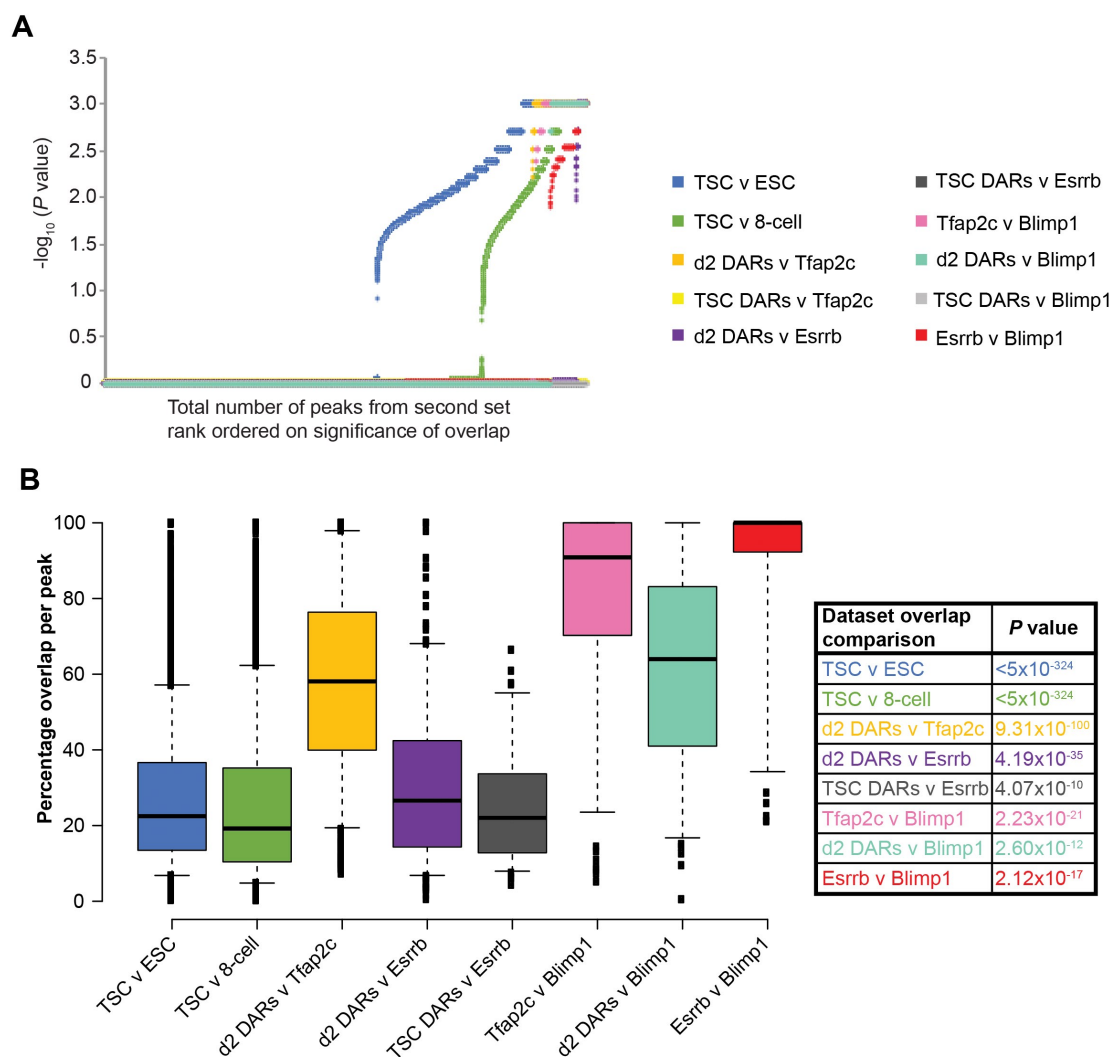

Figure S2. Assessment of significance of overlaps between ATAC-seq and ChIP-seq datasets.

- (A) Scatter plot indicating the per peak significance of overlap ordered from least to most significant for the second dataset indicated at each key label. Significance calculation is based on 1,000 iterations of overlapping random genomic regions of equivalent size – see Methods. Relates to Venn diagrams in Figures 1A, 3G, 4C, 5B, 8H and 8I. Note that most peaks do not overlap but are represented in the plot.
- (B) Left: boxplots of percentage of overlap per peak for significantly overlapping peaks, relative to the second dataset indicated at each axis label. Box and whisker intervals are 5th, 25th, 50th, 75th and 95th percentiles. Right: Table of *P* values from Chi-squared test with Yates' correction indicating the likelihood that the number of significant peaks with greater than the median overlap occurred at a greater frequency than expected by chance based on 1,000 iterations of overlapping random genomic regions of equivalent size.

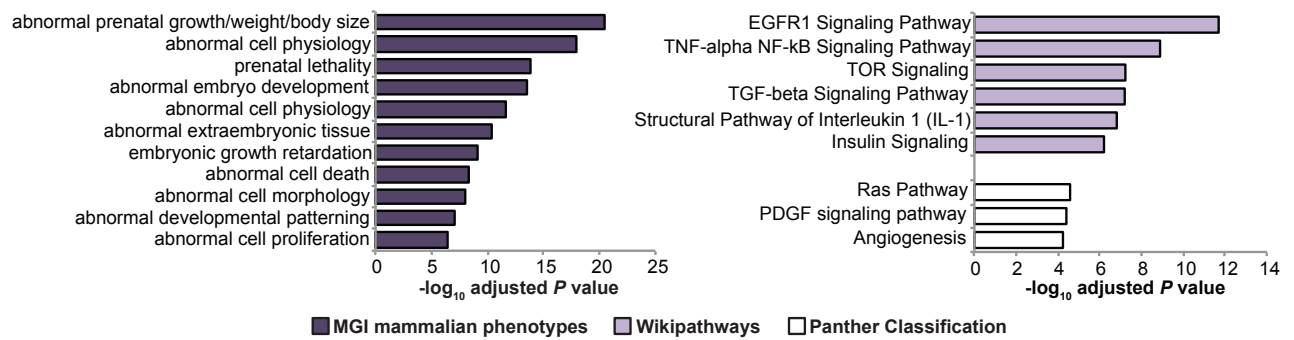

Figure S3. Functional annotation analysis of genes from each significant gene set identified by GSEA leading edge analysis in Figure 1B (core genes with TSC ATAC-seq peaks and significantly higher expression in TSCs).

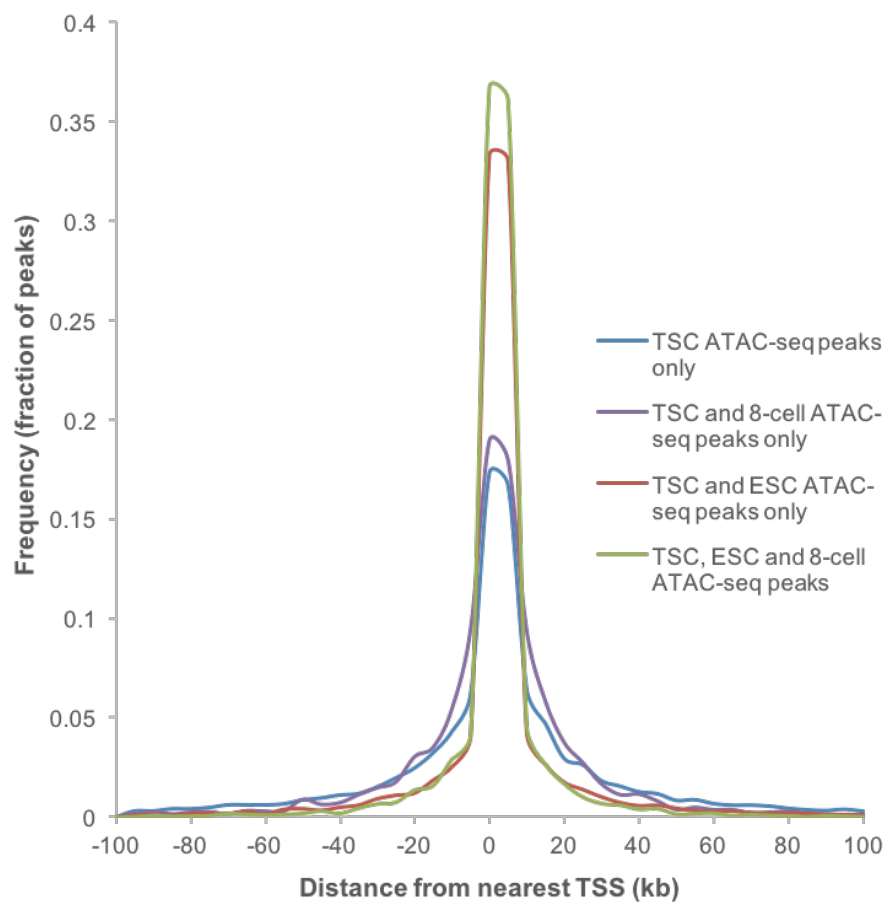

Figure S4. Distribution of TSC ATAC-seq peak subsets overlapping 8-cell and ESC data as defined in Figure 1A. Note that a higher proportion of TSC peaks overlapping 8-cell peaks are at greater distances from the nearest TSS, consistent with being enhancers (Fig. 1F).

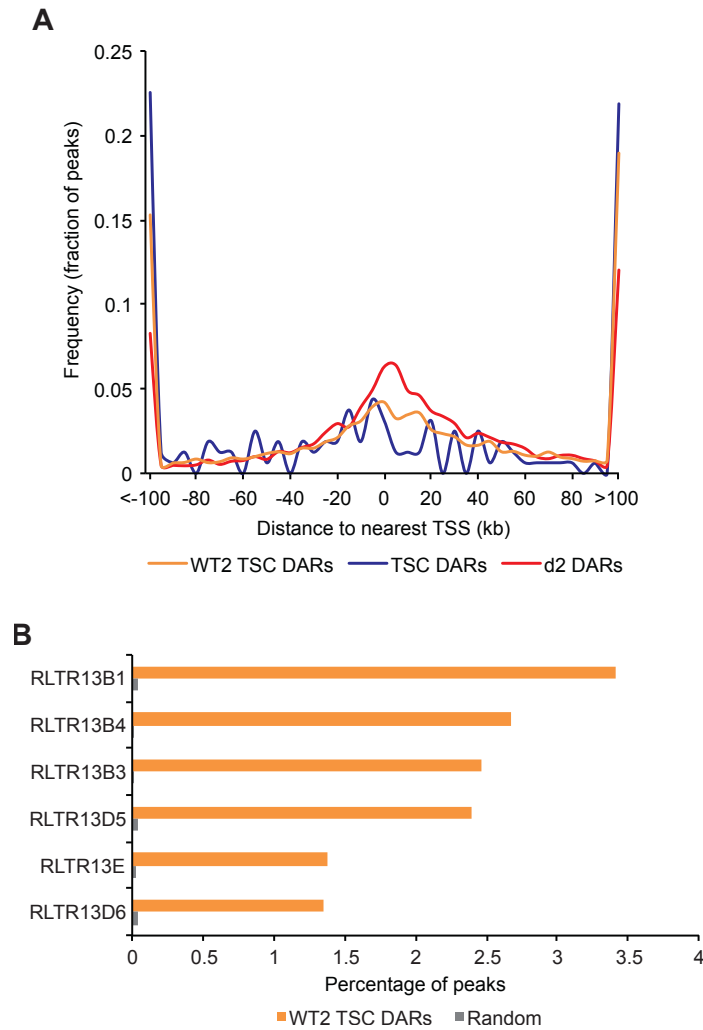

Figure S5. Validation of trends in TSC DARs from cell line WT2 compared to TSC DARs identified in both cell lines (See Fig. S1C).

- (A) TSC DARs from cell line WT2 are significantly further from TSSs than d2 DARs – $P = 1.8 \times 10^{-105}$, two-tailed homoscedastic t-test (see Fig. 2D).
- (B) TSC DARs from cell line WT2 are enriched for RLTR13 family endogenous retroviral sequences (see Fig. 3C).

d2 DAR enriched motifs		
	<i>E</i> value	Closest TF family match
	1.2×10^{-293}	Tfap2
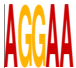	7.5×10^{-96}	Ets
	9.7×10^{-61}	bZIP (partial)
	1.5×10^{-36}	GATA

Figure S6. Sequence motifs identified in d2 DARs using MEME-ChIP.

E value confidence scores and the closest transcription factor family match identified by TOMTOM are shown.

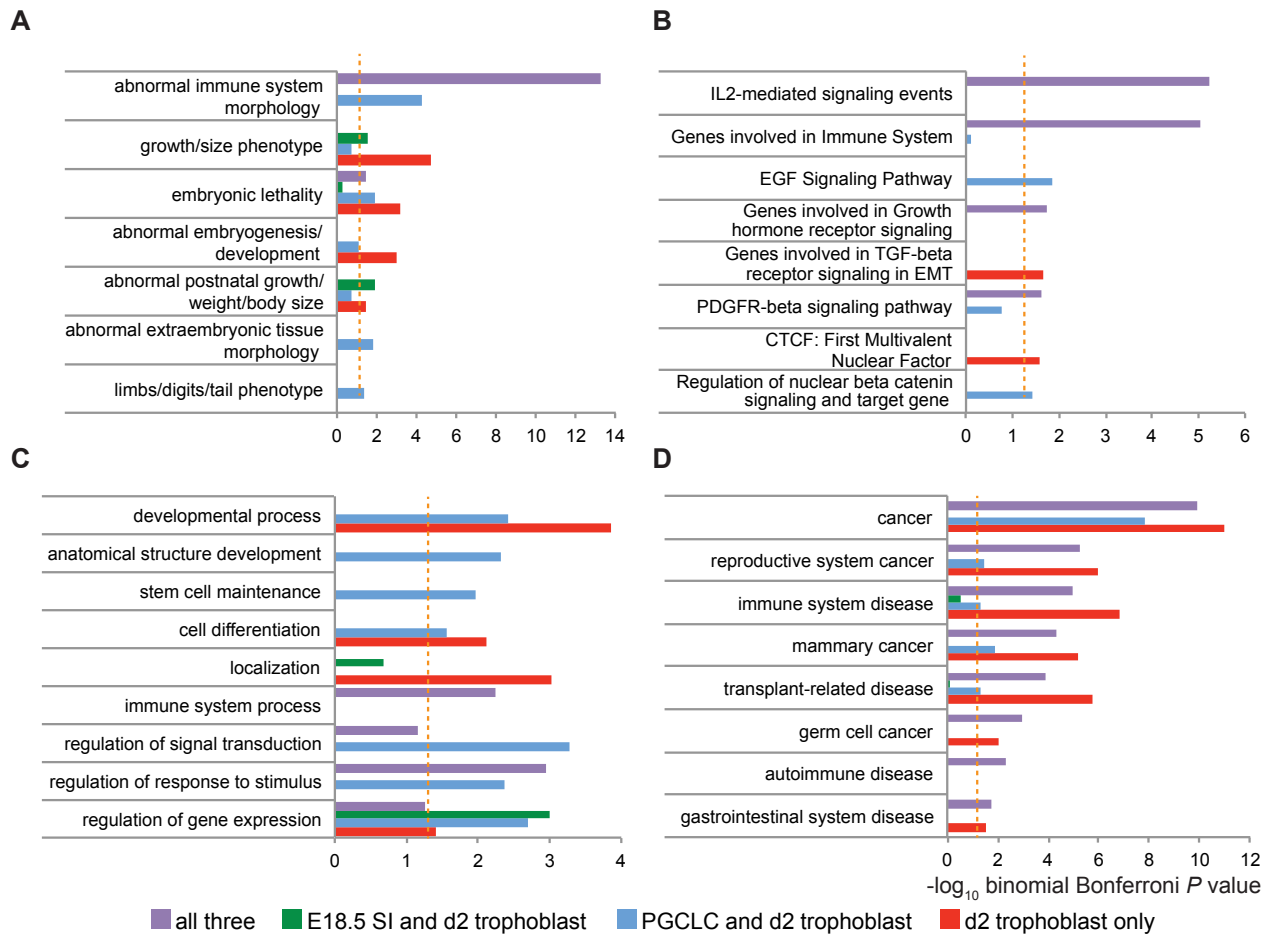

Figure S7. Common and distinct functions of Blimp1 in different cell types.

- (A) Bar graph of selected MGI Phenotype terms associated with peaks indicated in Figure 5B identified using GREAT.
- (B) Selected MSigDB Pathway terms.
- (C) Selected Gene Ontology Biological Process terms.
- (D) Selected Disease Ontology terms. Dashed orange line indicates binomial Bonferroni P value of 0.05.

A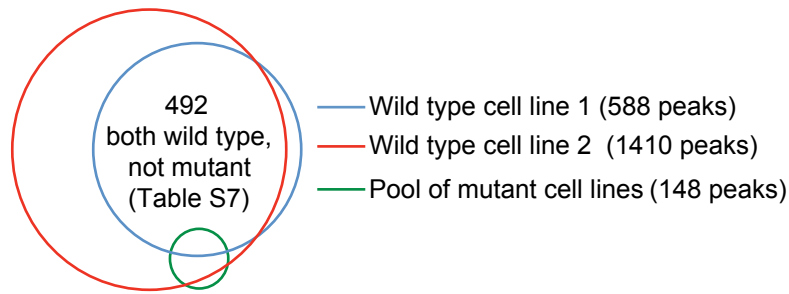

Wild type 2 minus mutant peaks = **1286** peaks used for further analyses

B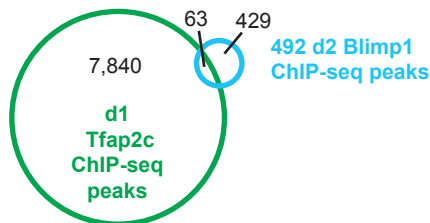**C**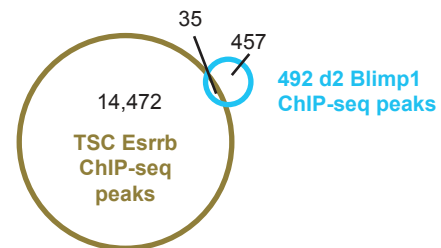

Figure S8. Overlap of Blimp1 ChIP-seq replicates and control.

- (A) Venn diagram indicating numbers of ChIP-seq peaks identified using mouse anti-Blimp1 antibody in two independent differentiated wild type TSC lines and *Prdm1* mutant cells.
- (B) Overlap of the 492 d2 Blimp1 ChIP-seq peaks identified in both replicates with and d1 Tfap2c ChIP-seq peaks. See also Figure 5B. 

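The peaks found in both wild type lines included the Tfap2c sites at Arhgef18, Foxp1, Ankmy2, Lif and Sos1, while those at Capn5 and Zwint were in line 2 alone. Because the peaks found in both lines are part of the line 2 list, they were set against the 794 line 2 peaks that were not found in line 1. Of the former, 63 overlapped Tfap2c peaks (95% Wilson interval 10.1% to 16.0%), and of the latter 74 (9.32%, interval 7.49% to 11.5%). The odds ratio was 1.43, and the difference did not pass the test (two-sided Fisher's exact test, p = 0.0513). It passed for peaks with a −log10 q of at least 5 (odds ratio 1.49, p = 0.0353, same exact test).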

Note that 12.8% of the core 492 Blimp1 peaks overlap with d1 Tfap2c peaks, compared with 10.7% of the larger 1286 wild type 2 peak set (P value = 3.54×10^{-210} , Chi-squared tests with Yates' correction).
- (C) Overlap of the 492 d2 Blimp1 ChIP-seq peaks identified in both replicates with and TSC Esrrb ChIP-seq peaks. See also Figure 8I. 

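Of the peaks found in both wild type lines, 35 overlapped TSC Esrrb peaks (95% Wilson interval 5.16% to 9.73%), among them those at Ankmy2, Foxp1, Arhgef18, Dok2, Bmp4 and Fam129a. Of the 794 line 2 peaks not found in line 1, 66 did (8.31%, interval 6.59% to 10.4%), among them those at Zwint, Stat3 and Tlr3. The odds ratio was 0.845 (two-sided Fisher's exact test, p = 0.457).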

Note that 7.1% of the core 492 Blimp1 peaks overlap with TSC Esrrb peaks, compared with 7.9% of the larger 1286 wild type 2 peak set (P value = 0.67, Chi-squared tests with Yates' correction).

Supplementary Tables

Table S1. TSC ATAC-seq peaks with nearest TSSs ± 100 kb and overlapping 8 cell and ESC ATAC-seq peaks indicated.

Table S2. ESC vs. TSC microarray data.

Table S3. TSC ATAC-seq differentially accessible regions (DARs) with nearest TSSs ± 100 kb and overlapping Esrrb and Tfap2c ChIP-seq peaks indicated.

Table S4. D2 ATAC-seq differentially accessible regions (DARs) with nearest TSSs ± 100 kb and overlapping Esrrb and Tfap2c ChIP-seq peaks indicated.

Table S5. D2 Blimp1 ChIP-seq peaks with nearest TSSs ± 100 kb and overlapping PGCLC and E18.5 small intestine Blimp1 ChIP-seq peaks, Tfap2c and Esrrb ChIP-seq peaks, and d2 ATAC-seq DARs indicated.

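Each line of this table is 1 peak of wild type line 2 that does not overlap a mutant peak, and the deposited peak list gives the same 1286 coordinates after a subtraction with 1 bp of overlap. The table names a gene with a TSS within 100 kb beside 1207 of the peaks. In GENCODE vM21 another TSS can be nearer, as at the Slc15a3 peak, which is 4828 bp from a TSS of Tmem132a. In the GENCODE annotation of GRCm38, 605 of the summits (47.0%) fell in introns, 537 (41.8%) between genes, 72 (5.60%) in 5′ UTRs, 37 (2.88%) in non-coding exons, 22 (1.71%) in coding sequence and 13 (1.01%) in 3′ UTRs. Of the summits, 257 (20.0%) were within 1 kb of the TSS of a protein-coding gene. Median fold enrichment was 6.90 between genes, 6.55 in introns and 4.76 in 5′ UTRs. The columns for PGCLC, SI, Tfap2c and Esrrb peaks and d2 DARs state whether the peak overlaps a region of the other data set.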

Table S6. Blimp1 ChIP-seq peaks and microarray expression profiles for the 125 direct target genes

Table S7. D2 Blimp1 ChIP-seq peaks identified in both wild type TSC lines with IDs as in Table S5.

Table S8. Primers used for qRT-PCR analysis

How the deposited data were processed for this re-analysis (not part of the article)

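Blimp1 ChIP-seq was performed by the authors on TSCs after 2 days of differentiation. The 6 samples were a ChIP library and its input from wild type line 1, wild type line 2 and Prdm1 mutant cells. According to the paper, cells were fixed for 15 min and reads of 51 bp were sequenced. The labels give 7 µg of antibody, 1 mutant clone and 4 libraries per lane, and the paper gives 14 µg and 2 mutant lines. The labels list mm9 beside mm10, and the peak coordinates equal those of the paper's mm10 tables.

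The authors mapped the reads with Bowtie2, reporting up to 2 places per read, and called peaks with MACS2 (2.1.0.20151222 per the file headers). Each ChIP library was set against its own input, with a q value cutoff of 0.05, 1 tag kept per position and an effective genome size of 2150000000. The pileup signal in the deposited lists is the height of the extended fragments at the summit as MACS2 scaled it, and is not scaled to a fixed number of reads. The fold enrichment in the deposited lists is the ratio of that pileup to the local background that MACS2 took from the library's own input. The −log10 p and −log10 q values in the deposited lists are those MACS2 computed at the summit, with q adjusted by the authors' run over that library alone. No value was normalized between libraries. The lists hold 3 sets of peaks, and no mutant peaks had been subtracted. The 3 inputs have no files of their own.

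The header of each list gives the depth, which is printed beside the first Blimp1 result. Line 1 had a median peak length of 290.5 bp, a median fold enrichment of 6.25 (highest 29.3) and a median −log10 q of 14.8. Line 2 had 282 bp, 6.16 (highest 39.4) and 13.8. The mutant had 446 bp, 1.92 (highest 9.01) and 16.4, and its median pileup of 268 was above those of line 1 (38.5) and line 2 (39). Of the peaks, 12 in line 1, 56 in line 2 and 46 in the mutant lay off the assembled chromosomes. These were kept in the counts of overlaps and left out where the mutant list was searched for motifs.

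Peaks were taken as shared when they overlapped by at least 1 bp. The 1286 peaks of line 2 that overlap no mutant peak have the coordinates of Supplementary Table S5, and the 492 of these that overlap a line 1 peak have those of Supplementary Table S7. Overlaps with Tfap2c, Esrrb, PGCLC and SI peaks and with d2 DARs, and the distance to the nearest TSS used in the tests, were read from Table S5. Peaks without a TSS within 100 kb there were given a distance of 100000 bp. With these peaks left out, 3 classes still differed in distance. The medians of the peaks outside the class were then lower, at 7474 bp for Tfap2c, 7377 bp for target genes and 6353 bp for d2 DARs. The 125 target genes, their peaks and 151 probes were read from Supplementary Table S6, and the 160 TSC DARs from Supplementary Table S3. Tables S1, S2 and S4 were available only in part and were not used. The lists behind the accessible and inaccessible classes of Fig. 8 were not available.

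The sequence of each peak came from GRCm38 and its nearest gene from GENCODE vM21. Motifs were searched on both strands as AGNGAAAG (Blimp1), CACGTG (E-box), GCCNNNGGC and CCCAGG (Tfap2). They were set against flanks of the same width 5 kb away with an exact McNemar test. The position weight matrices of the paper's motif search were not rerun. Copies were counted as every start of the motif, and a repeat run as at least 3 units of GAAA or 2 of GGGAAA. Shares of peaks were compared with Fisher's exact test. Medians were compared by 100000 permutations of the class labels across peaks, with the Benjamini-Hochberg adjustment over 5 classes. Correlations across peaks were tested by as many permutations. Overlap between lines was set against 1000 random placements on the same chromosomes. All tests were two-sided except the placements, with a threshold of 0.05, and intervals are 95% Wilson intervals.

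For the 10 gene lists, the share of peaks whose nearest protein-coding TSS within 100 kb belonged to a member was tested against the share of the genome nearest to the members. This was a two-sided exact binomial test, adjusted over the lists. The lists were TSC maintenance, trophoblast differentiation, antigen presentation and interferon response, Blimp1 targets of B cells and germ cells, circadian clock, lysosome and autophagy genes known for E-boxes in their promoters (the CLEAR network), Ras and Rho exchange, migration and invasion, angiogenesis, and Toll-like receptor, interleukin-1 and NF-κB signalling. The lysosome list had peaks at Atp6v1h, Ctsa, Ctsd and Gns and did not pass (ratio 2.79, exact test, adjusted p = 0.0824). The lists, the tests and most alternatives were fixed before the deposited peak lists were examined. Tables S5 and S6, which name genes beside peaks, had been seen in part by then, so no gene list is wholly independent of them.

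Genes were named by a rule fixed at the same time. It took every gene the paper names for Blimp1 ChIP-seq, the 10 peaks with the highest fold enrichment that were found in both wild type lines, and the 3 highest such peaks of each class. It also took the 5 highest mutant peaks and members of a gene list with a peak. The parts of Tables S5 and S6 seen by then gave no peak strengths. The values of Mcoln1, which falls outside the rule, were chosen after they were seen.

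Alternatives were a reciprocal overlap of 50%, a distance within 500 bp, a −log10 q of at least 5, a fold enrichment of at least 5 and a line 2 list as long as that of line 1. Others were leaving out each wild type line, a window of 100 bp around the summit, flanks 2 kb away, −log10 q as the measure of strength, peaks found in both lines, other motif spellings and TSSs within 10 kb. The peaks of 1 library are not replicates, so no test measures variation between cultures.

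The tests were also run on simulated data. The permutation test called 5.5% of 200 sets with no difference between the classes, and 97.5% with a fold enrichment of 1.5 added. The motif search found a motif planted in 60% of 1000 windows in 60%. A gene list planted at 4 times its share gave a ratio of 3.03 in a single draw, so that the ratios of short lists are imprecise. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0, matplotlib 3.10.9, samtools 1.23.1 and bedtools 2.31.1 were used.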

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

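The fold enrichment of 4 for mutant peaks and the test of line 1 peaks were chosen after the data were seen.

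E-box peaks appeared in the mutant list, which the paper uses for subtraction alone: 11 of 11 mutant peaks with a fold enrichment of at least 4 held CACGTG, and 10 of these were at promoters, such as those of Lamp1 and Mcoln1. A related set stayed after the subtraction, since 46.2% of line 2 promoter peaks without the Blimp1 motif (49 of 106) held an E-box. Of random promoters at the same distance, 6.13% did (Fisher's exact test, p = 3.94e-28). This argues against E-boxes being a common property of all promoters as the whole cause. The random promoters were matched on width and distance alone, so the test cannot decide whether promoters of the bound kind hold more E-boxes. Enrichment that does not need Blimp1 is a candidate explanation. Among line 2 peaks with a fold enrichment of at least 5, 8 of 28 with an E-box alone (28.6%) were in the mutant list. With the Blimp1 motif alone it was 0 of 728 (same exact test, p = 1.22e-12). Strong mutant peaks such as those at Lamp1 and Mcoln1 fall in this count, so it restates the first observation and is no separate support. Repression by Blimp1 at the remaining line 2 peaks with an E-box alone cannot be told apart from its absence with these counts. Of them, 8 of 59 (13.6%) lay at the 125 genes, against 9.23% of peaks with the Blimp1 motif alone (odds ratio 1.54, same exact test, p = 0.254). The antibody's other targets were not tested.

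Line 1 peaks that the paper does not analyse also held the Blimp1 motif, in 14 of the 39 that were in neither line 2 nor the mutant list (exact McNemar test against flanks, p = 0.000977).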

How the results depend on the processing

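The alternatives that leave out a wild type line for the motifs, motif copies and gene lists, those on copies in peaks under 50% soft-masked or with at most 3 copies, and the one without E-box peaks that lack the Blimp1 motif were chosen after the data were seen. The overlap shares, the motif tests and the Esrrb and d2 DAR overlaps kept their direction and side of the threshold under each alternative run, apart from what follows, and for each change below the cause was not tested. Line 1 peaks found in line 2 made up 89.6% with a reciprocal overlap of 50% and 73.1% with a line 2 list as long as that of line 1, where the share of line 2 found in line 1 was 73.0%. Line 2 peaks not in the mutant ranged from 532 to 1286 when a wild type line was left out, the first being line 1's own count. The Tfap2c odds ratio passed for −log10 q of at least 5 (1.49, exact test, p = 0.0353). The trophoblast-only share was 15.9% of peaks found in both lines, 23.1% at a fold enrichment of at least 5 and 27.2% without E-box peaks that lack the motif. Its odds ratio for replication was 0.735 (permutation test, p = 0.0756) within fold quintiles.

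Ranked by −log10 q, 1 class differed in strength, not 2, with Tfap2c at 0.118 (reversed, permutation test, adjusted p = 0.979) and Esrrb at -3.17 (0.178). Over the peaks found in both lines, 4 classes differed, with Tfap2c at -3.40 (0.0031) and d2 DARs at -2.94 (0.0301). There, 0 classes differed in distance to the TSS, not 3, with Tfap2c at -7467 bp (0.0705), d2 DARs at 4110 (0.36), target genes at -7905 (0.106) and peaks shared with PGCLC and SI at 2196.5 (reversed, 0.376). Copies of AGYGAAAG had a rho of -0.0363 with strength (reversed). Of 10 gene lists, 2 passed over peaks found in both lines and 2 without wild type replicate 2, against 5. The differentiation and circadian lists had a ratio of 0 there and with TSSs within 10 kb. Of the other values, 72 of the main results and 83 of single lists and named peaks stayed on the same side. Over the alternatives, single lists lost their call in 8 cases and gained it in 1, the lysosome list with TSSs within 10 kb. No paired analysis was possible because the data are peak lists with 1 mutant library, so that groups share fewer than 2 replicate numbers. Line 1 had fewer tags than line 2, and no test separated depth from weaker enrichment.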

Differences from the paper's values

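The paper gives a P value of 3.54e-210 for the difference in overlap with d1 Tfap2c peaks between the 492 peaks found in both lines and the line 2 peaks (the paper's, from a chi-squared test with Yates' correction). The value here was 0.0513 (Fisher's exact test on the 492 and the 794 other peaks, odds ratio 1.43). It was as far from the paper's under each alternative set before the data were examined, at 0.136 with a reciprocal overlap, 0.0353 for a −log10 q of at least 5, 0.0607 with Yates' correction and 0.0513 with the list of Table S7. The test the paper names, on the 492 against all 1286, gave 0.23. The same test for Esrrb gave 0.67, equal to the paper's.

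The paper's text lists Slc15a3 among the repressed targets, but Table S6 does not hold it. Ankmy2 and Nptn are not in Table S6 either. Fig. 6C marks the Slc15a3 peak as shared with SI, while Table S5 gives it neither a PGCLC nor an SI overlap. Fig. 6C marks the Lnx1 and Cd44 peaks as present in all 3 cell types, while Table S5 gives both an overlap with PGCLC alone. The text places Mmp2 among genes bound in all 3 cell types, while Table S5 gives its peak an overlap with PGCLC alone. Irak2 and Vwa5a (all 3 cell types) and Vsig10 (trophoblast only) match.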

Other observations

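The tests of the lysosome list on subsets of peaks and those of motif copies in line 1 and in peaks under 50% soft-masked were chosen after the data were seen.

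In the mutant list, the lysosomal genes Lamp1 and Mcoln1, which encodes a calcium channel, gave a ratio of 16.8 to the genome share of their list, which did not pass (two-sided exact binomial test, adjusted p = 0.0651 over 10 lists). Over the line 2 peaks with an E-box and no Blimp1 motif it passed, with Atp6v1h, Ctsa and Ctsd (ratio 38.2, same exact test, adjusted p = 0.000727). That list was drawn up from genes known for E-boxes in their promoters, so a pass on peaks picked for an E-box follows from how both were chosen and is no evidence on lysosomal genes.

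Peaks with many motif copies had a higher median fold enrichment than those with few in line 2. Reads placed in repeats whatever the antibody binds are argued against, since 0% of the 276 peaks with 4 or more copies were in the mutant list, against 15.8% of 398 peaks with none (Fisher's exact test, p = 5.65e-16). Occupancy that rises with copies is a candidate explanation, as rho was 0.519 in line 1 too (532 peaks, permutation test, p = 1e-05, the smallest that 100000 permutations can give), but it fell from 0.496 to 0.20 in line 2 when peaks at least 50% soft-masked were left out. Strength did not rise with copies of AGYGAAAG, which leaves out both AGAGAAAG and AGGGAAAG, and these 2 spellings were not tested apart.

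Line 2 peaks that were not found in line 1 may reflect weaker signal in line 1, since 90.3% of the strongest quintile and 8.14% of the weakest were found there. Peaks without sequence support are argued against as the whole of that set, since 69.5% of the 794 held the Blimp1 motif, against 8.94% of their flanks (exact McNemar test, p = 1.02e-114). A difference between the wild type lines themselves was not tested.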
